# Rapalink-1 reveals TOR-dependent genes and an agmatinergic axis-based metabolic feedback regulating TOR activity and lifespan in fission yeast

**DOI:** 10.1038/s42003-025-08731-3

**Published:** 2025-09-29

**Authors:** Juhi Kumar, Kristal Ng, Charalampos Rallis

**Keywords:** TOR signalling, Gene expression

## Abstract

The Target of Rapamycin, TOR, is a conserved signalling pathway with characterised chemical inhibitors such as rapamycin and torin1. Bi-steric third-generation inhibitors, such as rapalink-1 have been developed, however, their effects on organismal gene expression and lifespan have not been characterised. Here, we demonstrate that rapalink-1 affects fission yeast spatial and temporal growth and prolongs chronological lifespan with a distinct TORC1 selectivity profile. Endosome and vesicle-mediated transport and homeostasis processes related to autophagy render cells resistant to rapalink-1. Our study reveals TOR-regulated genes with unknown roles in ageing, including all fission yeast agmatinases, the enzymes that convert agmatine to putrescine and urea. Through genome-wide screens, we identify sensitive and resistant mutants to agmatine and putrescine. Genetic interactome assays for the agmatinase *agm1* and further cell and molecular analyses demonstrate that impairing the agmatinergic branch of arginine catabolism results in TOR activity levels that are beneficial for growth but detrimental for chronological ageing. Our study reveals the anti-ageing action of agmatinases within a metabolic circuit that regulates TOR activity, protein translation levels and lifespan.

## Abstract (web summary)

A study using fission yeast reveals that rapalink-1 extends lifespan and identifies new anti-ageing proteins, including all agmatinase enzymes. Agmatinases are shown to modulate growth through the regulation of the target of rapamycin signalling pathway.

## Introduction

Pharmacological inhibition of the evolutionarily conserved, nutrient-responsive and pro-ageing Target of Rapamycin signalling pathway presents great interest in disease and biogerontology^1,2^. The centrepieces of the pathway are the TOR PI3 kinase-related kinases that operate within two structurally and functionally distinct protein complexes, TORC1 and TORC2. The complexes are reported to have roles in both spatial and temporal aspects of cellular growth^3^. While TORC1 is responsible for promoting protein translation, lipid and central carbon metabolism and inhibiting autophagy, TORC2 regulates the cytoskeleton and is required for cell survival^3–5^. Rapamycin, a macrolide able to inhibit TORC1 in an allosteric manner through interaction with the FKBP12 protein (Fkh1 in fission yeast), is shown to extend lifespan in cellular and animal models^1,6–8^. Torin1, a dual ATP-competitive inhibitor of TORC1 and TORC2, has also been shown to be beneficial for lifespan in various models, including fission yeast^9^. Both drugs, together with several rapalogues, are used in numerous clinical trials (www.clinicaltrials.org).

Rapalink-1 is a third-generation bi-steric TOR inhibitor that combines rapamycin and sapanisertib (MLN0128)^10^. Its structure does not disrupt the binding of rapamycin to FKBP12 or the FRB domain of TOR. While MLN0128 has been shown to have poor in vivo efficacy, its link to rapamycin has shown great promise in targeted TORC1 inhibition and cancer regression^10,11^. Rapalink-1 has been reported to prevent ethanol-induced senescence in endothelial cells^12^. Nevertheless, its precise effects on chronological lifespan (CLS) have not been addressed, and it is not known whether they will resemble rapamycin or an ATP-competitive inhibitor such as torin1.

Here, we have investigated the effects of rapalink-1 through comparisons with rapamycin using fission yeast, a relevant model in cell biology and ageing studies^13–15^. Both drugs advance mitosis in fission yeast, albeit with different profiles and kinetics, without halting the cell cycle like the pan-TOR inhibitor torin1^9^ and can prolong CLS. The effects observed on gene expression following rapalink-1 treatment, are consistent with TOR^7–9,16^ inhibition and new TOR-dependent genes are revealed. Using a combination of classical cell biology and genome-wide cell-based screens, we uncover new TOR-related genes and demonstrate that the enzymes converting agmatine to urea and the polyamine putrescine (agmatinases) are a pivotal pathway that positively impacts lifespan. Microbiota-derived agmatine has been previously reported to prolong host lifespan due to changes in lipid homeostasis. However, here, and for the first time, we reveal that the function of enzymes breaking down agmatine is linked to ageing. Analysis of genetic interactome of agmatinase *agm1*^17,18^ together with cellular and molecular analyses, uncover a metabolic regulatory feedback loop that impacts on the regulation of TORC1 activity itself. Our data, reveal a more complex image around the agmatinergic function: while agmatine may affect metabolism and lifespan, agmatinases are pivotal in maintaining low TOR activity levels during TORC1-inhibition states, such as starvation or dietary restriction, with clear positive consequences on lifespan. Our data have possible implications to other organisms, including human cells and provide additional novel information on arginine metabolism and the role of polyamines^19,20^ and polyamine-generating enzymes in ageing.

## Results

### Rapalink-1 affects cell cycle progression, cell size and TORC1-dependent processes in fission yeast

Rapalink-1 is reported to preferentially inhibit TORC1^10,11^ in human cells. We, therefore, wished to investigate its effects by comparing it with rapamycin, a well-characterised and widely used TORC1 inhibitor and without the complications of dual (TORC1 and TORC2) inhibitors such as torin1^21,22^. Rapamycin-induced inhibition of TOR advances mitotic onset, mimicking the reduction in cell size at division observed following shifts to poor nitrogen sources^16^. We, therefore, analysed related effects when cells are treated with 100 nM rapamycin and rapalink-1 as this concentration of rapamycin has been shown previously to inhibit TORC1-related processes in fission yeast^7,8^. In rich YES (Yeast Extract with Supplements) media, treatment with rapamycin and rapalink-1 leads to increased mitotic index (49 and 37%, respectively, compared to 27% in control cells), peaking at 30 min post treatments (Fig. 1A). Similarly, when cells are treated with rapamycin in EMM2 (Edinburgh Minimal Media 2) the mitotic index peaks at 30 minutes post-treatment (44% compared to 20% in control cells) returning to levels comparable with the untreated cells following this (Fig. 1B). Treatment with rapalink-1 leads to a milder but sustained increase in the mitotic index (27, 26 and 32% at 30’, 60’ and 120’ respectively). Along with mitotic onset, treatments with both rapamycin and rapalink-1 result in decreased cell size upon division in rich YES media (see 30’–120’ time course in Fig. 1C). Rapamycin has a more severe effect on cell size compared to rapalink-1, at least in these media (Fig. 1C) with gradual decrease over time (from 30 to 120 min) while cells following rapalink-1 treatment decrease their size in 30 min and remain in the same levels for the whole examined period of 2 h (Fig. 1C). Likewise, in minimal EMM2 media, cell sizes upon division decrease for both rapamycin and rapalink-1 (Fig. 1D). The patterns of cell sizes differ between the two drugs: while in rapamycin cells reach their minimum size in 60 min (12.4 μm) and then start to gradually recover, in rapalink-1 they decrease in 90 min (13.5 μm) and remain at the same size range for the duration (120’) of the assay (Fig. 1D).

**Fig. 1:**
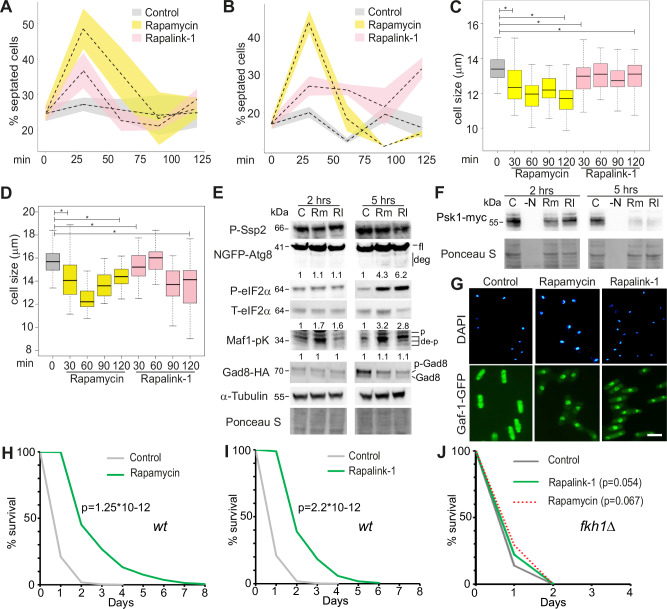
Rapalink-1 affects TORC1-related processes in fission yeast and prolongs lifespan. **A** Time course of septation index for untreated (control) and rapamycin and rapalink-1 treated cells (100 nM), as indicated, in YES media. Dotted lines represent average values while coloured ribbons standard deviation from three independent counts. **B** Same as in A in EMM2 minimal media. **C** Time course of cell size upon division measurements following rapamycin and rapalink-1 treatments in YES media. Asterisks indicate statistically significant differences between the compared groups (*p* < 0.01, wilcoxon testing). **D** Same as described in panel C with the assay conducted in EMM2 media. Asterisks indicate statistically significant differences between the compared groups (*p* < 0.01, wilcoxon testing). **E** Western blots for markers dependent on TORC1 activity and representative loading controls. Assays have been conducted following 2 and 5 h of treatments with 100 nM rapamycin (Rm) and rapalink-1 (Rl) together with untreated control cells (**C**). NGFP-Atg8 blot, fl: full length, deg: degraded forms; Maf1-pK blot, p: phosphorylated form, de-p: dephosphorylated forms; Gad8-HA blot, p-Gad8: phosphorylated form, Gad8: dephosphorylated form. Numbers above P-eIF2α blot correspond to ratios of phosphorylated versus total eIF2a normalised to the corresponding control (control will, therefore, always be 1). Numbers above Maf1-pK blot correspond to ratios of top (p) band to the second band and normalised with the corresponding control. Numbers above Gad8-HA blot correspond to ratios of the top (p-Gad8) to the bottom band (Gad8) and normalised with the corresponding control. **F** Western blots for Psk1-myc in control, C; nitrogen starvation, -N; rapamycin, Rm and rapalink-1, Rl treatments for 2 and 5 h. Assays have been conducted with the same drug concentrations as in (**E**). **G** DAPI staining and Gaf1-GFP localisation panels in control untreated, rapamycin and rapalink-1 treated cells as indicated. Bar is 10 µm. **H** CLS assays for untreated (control) and rapamycin treated wild-type fission yeast cells (log-rank *p* = 1.25*10^-12^, see materials and methods). **I** CLS assays for untreated (control) and rapalink-1 treated wild-type fission yeast cells (log-rank *p* = 2.2*10^-12^, see materials and methods). **J** CLS assays for untreated (control), rapalink-1 and rapamycin-treated *fkh1Δ* mutant cells (log-rank *p* = 0.054 for rapalink-1 and *p* = 0.067 for rapamycin, see materials and methods).

Our septation and cell size results indicate phenotypes related to TORC1 inhibition as previously shown and described^7–9,16^. We, therefore, investigated whether drug treatments at these concentrations affect multiple aspects of TORC1 functions^4^. Negative cross-regulation between the AMPK and TORC1 pathways have been previously reported in fission yeast^23,24^. We, therefore, examined the phosphorylation status of the fission yeast serine/threonine protein kinase AMPK catalytic (alpha) subunit Ssp2. Following two and five hours of treatment with 100 nM of rapamycin or rapalink-1, no observable changes in Ssp2 phosphorylation are found (Fig. 1E). TORC1 negatively regulates autophagy^4^. Examination of GFP-Atg8 patterns^25^ following drug treatment in the aforementioned time points, do not show a significant degree of processing^25^ indicating that effects are not pronounced, at least in these timeframes (Fig. 1E). However, global protein translation might be suppressed five hours post-treatment with both drugs, as seen through increase in phosphorylation of eIF2α while its total levels remain unchanged at both of the 2 h and 5h  time points, examined (Fig. 1E, numbers indicate the ratios of total to phospho-eIF2α). We wondered whether drug treatment could affect the activity of Maf1, a Pol III repressor^26^, through its TORC1-dependent phosphorylation status^23^. Immunoblotting for Maf1-pK revealed that following treatment with both rapamycin and rapalink-1, Maf1-pK becomes dephosphorylated, more evidently in five hours of treatment (Fig. 1E, numbers indicate ratios of second band-a dephosphorylated form to top-phosphorylated form^23,24^). While the above results indicate effects on TORC1-dependent processes, we examined whether TORC2-dependent effects are evident following rapalink-1 treatments. Towards this, we have examined the phosphorylation status of Gad8, a kinase dependent on TORC2^8^. The ratios of phosphorylated to dephosphorylated Gad8 forms do not change in the treatments and timelines examined (Fig. 1E, numbers indicate the ratio of phosphorylated-top and dephosphorylated-bottom forms). To confirm effects of rapalink-1 on protein translation (Fig. 1E) we have analysed the levels of Psk1-myc (Psk1 is an S6 kinase^27^) following nitrogen starvation as well rapamycin and rapalink-1 treatments for two and five hours. In nitrogen starvation global translation and Psk1-myc drop drastically (Fig. 1F). Rapamycin (Rm) and rapalink-1 (Rl) treatments result in reduced amounts of Psk1-myc with the total protein content remaining in comparable levels with those of the control (Fig. 1F). This result strengthens the data, supporting that global protein translation is affected in rapalink-1 treatments as previously seen with rapamycin in fission yeast^8^.

We have previously shown that the GATA transcription factor Gaf1 mediates Pol II- and Pol III-mediated transcription downstream of TORC19. Gaf1 is localised mainly in the cytoplasm and upon TORC1 inhibition translocates to the nucleus and binds to target genes^9^. We examined localisation of Gaf1-GFP (controlled by the endogenous Gaf1 promoter as described in Rodríguez-López et al., 2020). Gaf1-GFP signal is found throughout the cell in untreated cells (Fig. 1G). Treatment with rapamycin and rapalink-1 results in nuclear localisation of Gaf1-GFP within 5 min (Fig. 1G) indicating that both drugs can inhibit TORC1 at sufficient levels to allow Gaf1 dephosphorylation and translocation. One of the major actions of Gaf1 is to repress all the Pol III transcribed tRNAs in fission yeast upon TORC1 inhibition. The result of Gaf1-GFP localisation agrees with Maf1 activation seen through Maf1-pK dephosphorylation (Fig. 1E). Overall, our results show that rapalink-1 primarily targets fission yeast TORC1 and, like rapamycin, can inhibit several but not all aspects of TORC1-dependent functions in the examined concentrations. We cannot exclude the possibility that in higher concentrations or prolonged exposures to the drug, TORC2 will not be affected (as previously has been shown in the case of rapamycin^28^).

We then assessed the CLS of fission yeast cells when treated with rapamycin and rapalink-1 in YES media and at OD_600_ 0.5 at 100 nM concentration. As expected, rapamycin induces CLS extension (Fig. 1H, log-rank *p* = 1.25*10^−12^). Similarly, rapalink-1 prolongs lifespan in similar fashion to rapamycin (Fig. 1I, *p* = 2.2*10^−12^) demonstrating the potential of the drug and its action in ageing through TORC1 inhibition. Rapalink-1 lifespan extension depends on *fkh1* (Fig. 1J, *p* = 0.054) as has previously been observed in the case of rapamycin^8^ and observed here too (Fig. 1J, *p* = 0.067) demonstrating that the effects of rapalink-1 in these conditions are TORC1-dependent.

### A genome-wide screen for rapalink-1 resistance highlights roles of endosome-related processes in growth and lifespan

Previous data in fission yeast have shown that TOR inhibition results in lifespan extension with (in the case of torin1) or without (in the case of rapamycin) cell-cycle progress inhibition. Fast-growing cultures of wild-type fission yeast cells at OD_600_ 0.2 were treated either with DMSO (control) or rapamycin and rapalink-1 at a 100 nM concentration. Cultures were placed at a Biolector setup as previously described^8^ and growth was monitored continuously through light scattering measurements^7,8,29^. While no lag phase following drug treatment is observed (Fig. 2A), a mild growth effect is seen in this assay, consistent with results previously seen with rapamycin^8^. We then performed a genome-wide fitness screen for rapalink-1 using the Bioneer deletion library^30^ at two rapalink-1 concentrations (100 and 300 nM, Fig. 2B) and at conditions where each mutant is assessed and measured in quadruplicate^7,9^. Results from the screens correlate well (Pearson cor.coeff = 0.73, Fig. 2C, Supplementary Data 2). Sensitive strains are related to protein translation, sulphur metabolism and mitochondrial membrane organisation among others (Fig. 2D) representing proteins and groups related to anabolic functions and cellular growth^31^. Resistant strains are related to CAMKK-AMPK signalling, vacuole and vesicle-mediated transport and autophagy (Fig. 2E). The fitness signatures acquired are consistent with TORC1 inhibition, with GO groups functionally linked to transport of macromolecules, processing of proteins, membranes and autophagic functions (Fig. 2F) representing fundamental metabolic functions in the crossroads of catabolism and growth^32^. Most of these mutants are required for normal lifespan^33^, and they have been identified in previous TOR inhibition screens from our group^9^ and others^34^.

**Fig. 2:**
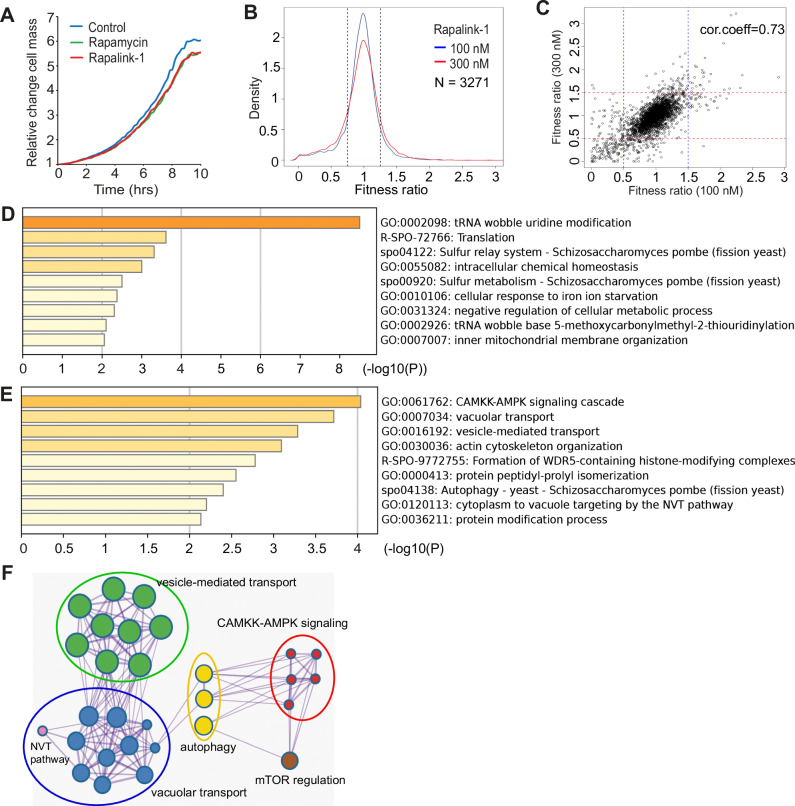
A genome-wide screen for rapalink-1 points to the endosome-vacuole-lysosome network as important in TOR-dependent lifespan regulation. **A** Growth curves for control untreated, rapamycin and rapalink-1 treated wild type fission yeast cells, as indicated. The assay records light scattering dependent on culture cell mass (see materials and methods). **B** Fitness ratio overviews of genome-wide screens (data acquired for 3271 deletion mutants) for rapalink-1 at the indicated concentrations. Vertical dotted lines indicate cutoffs for sensitive and resistant mutants (Supplementary Data 2). **C** Fitness ratio correlation between the two conducted screens. Each point represents the average fitness obtained for a single deletion mutant of the library. **D** Gene ontology enrichment for mutants sensitive to rapalink-1 treatment. **E** Gene ontology enrichment for mutants resistant to rapalink-1 treatment. **F** Network of enriched terms coloured by cluster ID, where nodes that share the same cluster ID are typically close to each other.

### Rapalink-1-dependent gene expression points to TORC1-related genes with both known and unknown roles in ageing

Beyond proteostasis, autophagy and global translation levels, TORC1 activity controls gene expression at the level of transcription through multiple transcription factors^5,35,36^. We therefore performed RNA-seq analysis on fission yeast cells treated with 100 nM rapamycin and rapalink-1 for 5 h. This timepoint was chosen based on the observed changes in the relevant markers described at Fig. 1E, F.

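PolyA RNA was sequenced from 2 cultures each of untreated cells, rapamycin-treated cells and rapalink-1-treated cells, which gave 6 libraries. The authors deposited an FPKM value (fragments per kilobase of gene model, normalized to library size) for each of 7268 genes in every library. They also deposited a table of DESeq2 results for each of the 3 comparisons between conditions. The tables of results list read counts, normalized counts, log2 fold changes and adjusted p-values only for genes with an unadjusted p under 0.05. FPKM multiplied by the length of the gene model and by 1 constant per library gave whole reads for 100% of the 7268 genes. The largest gap from a whole number was 5.2e-10. These reads equalled the deposited counts for all 2505 genes listed for the untreated libraries, 2398 for the rapamycin libraries and 2543 for the rapalink-1 libraries. Their totals were 19678440 and 17782822 reads in the untreated libraries, 19959695 and 26321118 with rapamycin, and 16674483 and 16527483 with rapalink-1.
Because the deposited counts do not cover all genes, the comparisons were computed from FPKM. Values were scaled by median-of-ratios factors (0.998 to 1.003) and transformed as log2(FPKM + 1), a scale that understates the change of low genes. limma with an intensity trend was fitted to all 6 libraries together, for the 4847 genes (66.7%) with a mean FPKM of at least 1. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 were counted as changed, at fold changes of 1.2, 1.5 and 2. Count tests on the recovered reads were run as alternatives. The smallest p of a two-sided permutation test between 2 and 2 libraries is 0.333, so the test rests on a spread estimated across genes. Replicate log2 values correlated across genes with r = 0.998, 0.998 and 0.997 for untreated, rapamycin and rapalink-1, and genes are not independent replicates. Reads of replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 5.31, 9.50 and 7.78. Positions below are those of the gene models in the files, which name no genome build.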

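Over the tested genes, the first principal component of the centred log2 values held 75.4% of the variance and the second 13.3%. The mean rapamycin profile lay 14.2 log2 units from the mean untreated profile, and the mean rapalink-1 profile lay 30.4 units from it. The distance between the drugs was 27.1 units. Replicates lay 10.5 units apart when untreated, 9.49 with rapamycin and 11.3 with rapalink-1, so each distance between conditions was larger than the distances between replicates. Rapalink-1 lay 2.14 times as far from untreated cells as rapamycin did (SD 0.101 over single libraries). Scaling each gene to unit variance moved these values most, to 50.6% of the variance on the first component and a ratio of distances of 1.37.

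**Figure D1:**
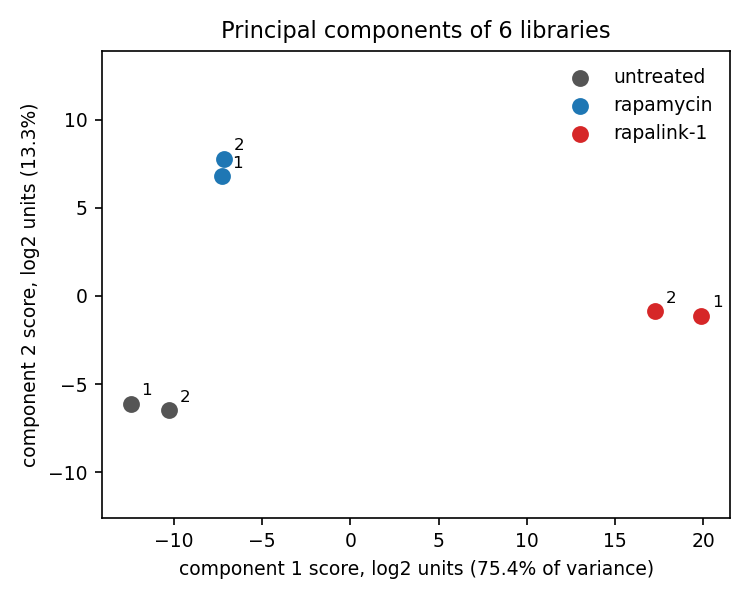
Scores of the 6 libraries on the first and second principal components of log2(FPKM + 1), in log2 units, with 1 point per library and a colour per condition. The rapalink-1 libraries lie at 17.3 and 19.9 on the first component, and the untreated and rapamycin libraries between -12.4 and -7.19.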

PCA analysis shows that rapalink-1 induces a stronger effect on gene expression compared to rapamycin with the PCA1 component accounting for 71.36% difference between control, rapamycin and rapalink-1 datasets separating well rapalink-1-treated transcriptomes from untreated and rapamycin-treated states (Fig. 3A). In these conditions, 17 genes are 2-fold, 70 genes 1.5-fold and 277 genes 1.2-fold upregulated in rapamycin-treated cells compared to untreated cells while 2, 4 and 87 genes are downregulated at the 2-fold, 1.5-fold and 1.2-fold levels respectively (Fig. S1A, Supplementary Data 3 and 4). 

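In the comparison of rapamycin-treated with untreated cells, 859 genes passed an adjusted p of 0.05 with limma and Benjamini-Hochberg adjustment, 506 of them higher and 353 lower. At an unadjusted p under 0.05 there were 1677. Among the genes past the adjusted p, 12 were higher by at least 2-fold, 70 by 1.5-fold and 318 by 1.2-fold, while 1, 7 and 81 were lower. Leaving out the intensity trend moved the total most, to 413 genes. Of the 364 genes changed by at least 1.2-fold in the authors' deposited results, 330 were also changed here. On the log2(FPKM + 1) scale, the largest increase among protein-coding genes with a mean FPKM of at least 5 was that of SPBPB21E7.04c. This gene (chromosome II, 64487 to 65620) has 20.4% of its model overlapped by an antisense transcript. It rose from 24.6 ± 6.20 FPKM (SD, n = 2) to 72.6 ± 9.45 FPKM (SD, n = 2), a log2 fold change of 1.54 (SE 0.14, adjusted p = 0.000667 from limma). Next were rsv2, SPBC1271.08c, aes1 and SPBC19C7.04c, with log2 fold changes of 1.47, 1.45, 1.32 and 1.30. Models of other genes overlap 31.7% of rsv2 and 60.4% of SPBC1271.08c. The low gene SPBC1271.08c rose from 3.89 to 12.3 FPKM, a change that this scale understates, so the order depends on the scale. The largest decrease was that of isp7 (SPAC25B8.13c, chromosome I, 4179961 to 4183074), from 62.0 ± 19.7 to 27.2 ± 7.12 FPKM (SD, n = 2 each). Its log2 fold change was -1.15 (SE 0.22, adjusted p = 0.0104 from limma), with both rapamycin libraries below both untreated libraries. The adjusted p of isp7 lay between 0.00275 and 0.0582 under the alternatives and exceeded 0.05 without the intensity trend.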

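Between rapalink-1-treated and untreated cells, 2291 genes had an adjusted p of at most 0.05 (limma, Benjamini-Hochberg), against 2601 at an unadjusted p under 0.05. Of the 2291, 1200 were higher and 1091 lower. The numbers at 2-fold, 1.5-fold and 1.2-fold were 154, 344 and 818 higher and 4, 31 and 547 lower. Quantile normalization moved the direction most, since the share of higher genes among those changed by 1.2-fold went from 59.9% to 44.1%. Of the 1217 genes changed by 1.2-fold in the authors' deposited results, 1169 were changed here. The amino acid permease gene isp5 (SPAC1039.09, chromosome I, 5465377 to 5468649) rose from 6.57 ± 0.74 FPKM (SD, n = 2) to 189.5 ± 27.5 FPKM (SD, n = 2), and 21.2% of its model is overlapped by an antisense transcript. The log2 fold change was 4.65 (SE 0.10, adjusted p = 3.02e-08 from limma). SPAC869.04 (chromosome I, 5511137 to 5512369) had 3 and 2 reads in the untreated libraries and 672 and 477 reads with rapalink-1. Against a floor of 3 reads it was at least 170.5-fold higher. Next on the log2(FPKM + 1) scale, among protein-coding genes with a mean FPKM of at least 5, were SPBPB2B2.01, xan1 and SPAC922.03. Their log2 fold changes were 4.17, 4.11 and 3.95. Among protein-coding genes with a mean FPKM of at least 5, the largest decrease was that of cat1. After it came bsu1, SPAC20G4.09, vht1 and SPAC8E11.10, with log2 fold changes of -0.96, -0.80, -0.80 and -0.71. SPAC20G4.09 had only 37 and 38 reads untreated and 14 and 25 with rapalink-1 (SE 0.22, adjusted p = 0.0165 from limma). SPAC8E11.12 overlaps 13.7% of SPAC8E11.10.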

In the case of rapalink-1-treated cells, 190 genes are 2-fold, 355 genes 1.5-fold and 701 genes 1.2-fold upregulated while 4, 28 and 516 are downregulated (Fig. S1B) compared to untreated cells (see Supplementary Data 5 and 6). 

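When rapalink-1-treated cells were compared with rapamycin-treated cells, limma with Benjamini-Hochberg adjustment gave 1802 genes past an adjusted p of 0.05, and 2273 genes had an unadjusted p under 0.05. Of these 1802 genes, 957 were higher with rapalink-1 and 845 lower. At 1.2-fold, 589 genes were higher and 446 lower, and 917 of the 959 genes that the authors' deposited results list at this fold change were among them. There were 219 higher and 58 lower genes at 1.5-fold, and 94 higher and 3 lower at 2-fold. With quantile normalization the share of higher genes at 1.2-fold went from 56.9% to 44.5%. The largest increases among protein-coding genes with a mean FPKM of at least 5 were in isp5, SPAC869.04, SPBPB2B2.01, isp4 and xan1. Among protein-coding genes with a mean FPKM of at least 5, the amino acid transporter gene cat1 (SPAC869.11, chromosome I, 5489134 to 5491791) had the largest decrease. It went from 80.0 ± 3.23 FPKM with rapamycin to 31.9 ± 4.35 FPKM with rapalink-1 (SD, n = 2 each). Its log2 fold change between the drugs was -1.30 (SE 0.08, adjusted p = 7.23e-06 from limma). The lifespan gene ecl1 (SPCC70.12c, chromosome III, 2354974 to 2358570) came next, at 25.5 ± 1.29 FPKM with rapamycin, 13.0 ± 0.09 with rapalink-1 and 10.4 ± 0.67 untreated (SD, n = 2 each). Both rapalink-1 libraries lay below both rapamycin libraries, with a log2 fold change of -0.92 (SE 0.07, adjusted p = 3.59e-05 from limma). SPBPB10D8.05c, fkbp39 and mpc2 followed, and SPBPB10D8.05c shares its sequence with the near-identical SPBPB10D8.06c.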

Interestingly, our analyses reveal 277 genes upregulated and 87 downregulated genes in rapalink-1 compared to rapamycin (Fig. S1C). 

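Gene sets were defined by words in the gene descriptions of the files and tested with limma's camera at a preset correlation of 0.01 between genes. The Metascape term lists of Fig. 3B were not used here. Over 15 sets and 3 comparisons, 23 of 45 tests had a Benjamini-Hochberg adjusted p of at most 0.05. Of these 23, 19 also passed with limma's fry test and 0 with a correlation estimated from the data, where 0 tests passed in all. In rapamycin-treated cells, 103 of 107 cytosolic ribosomal protein genes were lower than in untreated cells. Their median log2 fold change was -0.17 (adjusted p = 5.64e-16 from camera), and it passed neither with fry nor with the estimated correlation. With quantile normalization this median was -0.03 and did not pass, and without rapamycin replicate 2 it was -0.09. The median of 34 translation initiation factor genes was -0.13 (adjusted p = 3.82e-07 from camera), with 31 genes lower. For 85 protein-coding genes with tRNA in their description it was -0.05 (adjusted p = 0.0619 from camera), with 58 lower. The 16 RNA polymerase III genes had a median of 0.07 (adjusted p = 0.154 from camera), with 11 higher and 5 lower, and fry gave an adjusted p of 0.0248 for them over a range of 0.0248 to 0.466 between alternatives. Of 79 ribosome biogenesis genes, 68 were higher with rapamycin, with a median of 0.22 (adjusted p = 2.73e-08 from camera, not past the threshold with fry).

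**Figure D2:**
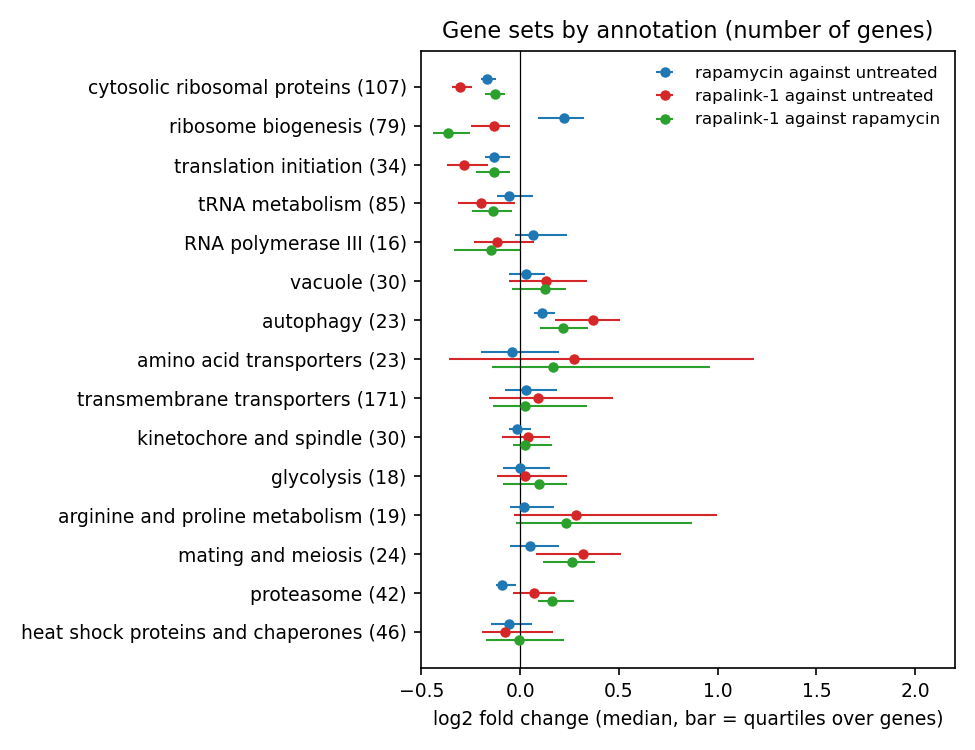
Median log2 fold change (points) and quartiles over genes (bars) of the 15 gene sets in the 3 comparisons, with the number of genes of each set in brackets. Ribosome biogenesis genes lie at 0.22 with rapamycin and -0.13 with rapalink-1, and quantile normalization turns 3 medians near 0 negative (transmembrane transporters with rapamycin, kinetochore and spindle genes and proteasome genes with rapalink-1).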

Following rapamycin treatment, the downregulated gene list is enriched among others in cytoplasmic translation, tRNA metabolic process and transcription by polymerase III (Fig. 3B). Upregulated genes are involved in cell cycle and specifically in mitotic prometaphase. On the other hand, the gene list of rapalink-1-upregulated genes is enriched in vacuolar transport and organisation. This has been previously observed in the case of torin1-treated fission yeast cells^9^. 

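The mitotic genes were represented by 30 genes with kinetochore, spindle or anaphase in their description. Of these, 11 were higher and 19 lower with rapamycin than in untreated cells. Their median log2 fold change was -0.02, with quartiles of -0.05 and 0.06, and the set did not differ from the other genes (adjusted p = 0.743 from camera with Benjamini-Hochberg adjustment).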

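Among 30 genes with a vacuolar description, 20 were higher and 10 lower with rapalink-1 than in untreated cells, and 11 were higher and 5 lower by at least 1.2-fold. The median log2 fold change was 0.13, which did not pass the threshold (adjusted p = 0.0619 from camera with Benjamini-Hochberg adjustment). Restricted to genes with a mean FPKM of at least 10, the median was 0.17 and passed (adjusted p = 0.0135), and with quantile normalization it was 0.09 and passed (adjusted p = 0.0382). Over the alternatives of this set the adjusted p lay between 0.00686 with fry and 0.466 with the estimated correlation. With rapamycin the same genes had a median of 0.03 (adjusted p = 0.566 from camera). The difference between the drugs had an adjusted p of 0.0619.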

The subcellular localisation of TORC1 in fission yeast^37^ is predominantly on the vacuole. It is interesting that factors related to biogenesis and dynamics of the organelle where TORC1 resides are transcriptionally dependent on TORC1 activity. In addition, small molecule, amino acid metabolic processes and transmembrane transport are also enriched categories, among others (Fig. 3B). 

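Transporter genes moved both ways with rapalink-1. Of 23 amino acid transporter genes, 13 were higher and 6 lower by at least 1.2-fold, with a median log2 fold change of 0.27 and quartiles of -0.36 and 1.18. The set did not pass with camera (Benjamini-Hochberg adjusted p = 0.0598). It passed among genes with a mean FPKM of at least 10, with a median of 0.35, with quantile normalization, with a median of 0.20, and with fry, and the adjusted p of its alternatives lay between 0.00587 and 0.466. With rapamycin the median was -0.04 (adjusted p = 0.944 from camera). Between the drugs it was 0.17 and passed (adjusted p = 0.0328 from camera). All 171 genes with a transmembrane transporter or permease description had a median of 0.09 with rapalink-1 (adjusted p = 0.0236 from camera), and 61 were higher and 25 lower by at least 1.2-fold. The 19 genes of arginine and proline metabolism had a median of 0.28 (adjusted p = 0.00812 from camera), and 10 were higher and 2 lower by 1.2-fold.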

While both rapamycin and rapalink-1 target TORC1 and modulate lifespan in a similar fashion in terms of lifespan extension patterns, it may be that they do so through the regulation of common as well as distinct genes, at least, in the given analysed conditions. We, therefore, examined the overlaps of upregulated and downregulated genes for the two drugs as well as genes that are apparently regulated differently between the two pharmacological treatments. 541 upregulated (Fig. 3C) and 475 downregulated (Fig. 3D) genes are unique to rapalink-1. 

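At 1.2-fold, 629 genes were higher with rapalink-1 and not with rapamycin, and 489 of them also differed between the 2 drugs (adjusted p of at most 0.05, limma with Benjamini-Hochberg adjustment). Likewise 511 genes were lower with rapalink-1 and not with rapamycin, and 368 of these differed between the drugs. Both drugs raised 189 genes and lowered 36. Of the 511 genes, 9 were higher with rapamycin, and 11 of the 629 genes were lower with rapamycin. The 2 comparisons share the untreated libraries, so unchanged groups were simulated 100 times against those libraries. The simulations gave a mean of 0.07 shared higher genes and 0.06 shared lower genes, at most 1 and 2. Across the tested genes, which are not independent replicates, the log2 fold changes of the drugs correlated with Pearson's r = 0.44 and Spearman's rho = 0.51. With no gene changed, the shared libraries alone gave a Pearson's r of 0.50 (0.43 to 0.55). Changes by 1 drug alone lower r, so this value cannot decide whether the drugs share a response. The covariance was 0.0382, larger than in any simulation (mean 0.00417, highest 0.0049). The change had the same sign with both drugs in 68.9% of genes, against 66.7% (65.1% to 68.4%) in the simulations. Taking a different untreated library for each drug, so that none was shared, lowered r most, to 0.28. Quantile normalization raised the number of genes lower with both drugs to 60. The paper compared the lists because it proposes that, at least in the conditions analysed, the drugs may extend lifespan through shared and through separate genes.

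**Figure D3:**
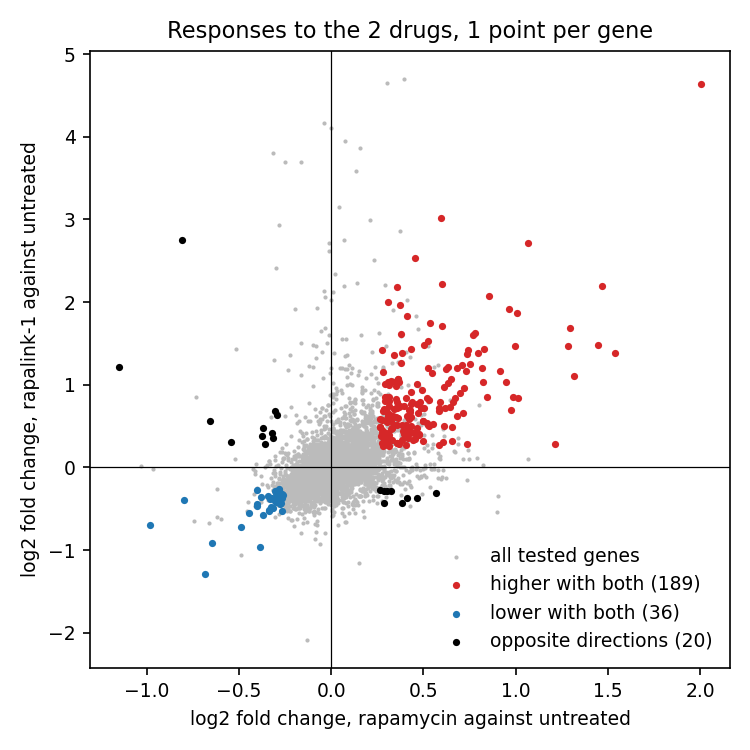
Log2 fold change against untreated cells with rapamycin (horizontal axis) and rapalink-1 (vertical axis), with 1 point per tested gene. Coloured points mark the 189 genes higher with both drugs, the 36 lower with both and the 20 changed in opposite directions, all at 1.2-fold.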

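Between the drugs, 14 of 19 arginine and proline metabolism genes were higher with rapalink-1, 8 of them by at least 1.2-fold. The set's median log2 fold change was 0.23 (adjusted p = 0.00305 from camera with Benjamini-Hochberg adjustment). The 18 glycolysis genes had a median of 0.09 (adjusted p = 0.426 from camera), with 10 higher and 8 lower, and their median was 0.18 without rapamycin replicate 1 and 0.0018 without rapamycin replicate 2. The 23 amino acid transporter genes had a median of 0.17 (adjusted p = 0.0328 from camera), with 9 higher and 4 lower by 1.2-fold. They passed with fry and not with the estimated correlation. For the 171 transmembrane transporter genes the median was 0.03 (adjusted p = 0.154 from camera), with 47 higher and 23 lower by 1.2-fold. This set passed with fry, and the adjusted p of its alternatives lay between 0.0138 and 0.625. Ribosome biogenesis genes were lower with rapalink-1 than with rapamycin in 77 of 79 cases, 56 of them by at least 1.2-fold, with a median of -0.37 (adjusted p = 6.32e-17 from camera). Against untreated cells, rapalink-1 lowered 68 of these 79 genes, with a median of -0.13 (adjusted p = 4.78e-05 from camera, not past the threshold with fry). That median was -0.06 without untreated replicate 1 and -0.22 without untreated replicate 2. Cytosolic ribosomal protein genes had a median of -0.13 between the drugs (adjusted p = 5.43e-08 from camera, not past the threshold with fry), with 100 of 107 lower. It was -0.07 without rapamycin replicate 1 and -0.20 without rapamycin replicate 2. The median of the translation initiation factors was -0.13 (adjusted p = 0.000139 from camera), with 27 of 34 lower. That of the 85 protein-coding genes with tRNA in their description was -0.14 (adjusted p = 8.71e-06 from camera), with 69 lower. This set holds no tRNA genes.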

Genes that are upregulated in rapalink-1 compared to rapamycin are related to catabolism, small molecule catabolic processes, arginine and proline metabolism, glycolysis, transmembrane transport and small molecule catabolic processes (just to name a few, see Fig. S1D) while downregulated genes are related to ribosome biogenesis, translation, amino acid and tRNA metabolic processes (Fig. S1E). As catabolic processes, including autophagy, are over-represented in rapalink-1 overexpressed gene lists, we have examined whether rapalink-1 lifespan extension depends on autophagy mutants. 

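Of 23 genes with autophagy in their description, 21 were higher with rapalink-1 than in untreated cells, 14 of them by at least 1.2-fold. The median log2 fold change was 0.37 with rapalink-1 (adjusted p = 1.45e-05 from camera with Benjamini-Hochberg adjustment) and 0.11 with rapamycin (adjusted p = 0.00178). Between the drugs it was 0.22 (adjusted p = 0.000162), with 22 genes higher with rapalink-1. atg8 (SPBP8B7.24c, chromosome II, 3684281 to 3685459, 11.2% overlapped by rnf10) rose from 81.7 ± 2.62 FPKM untreated to 126.6 ± 6.90 FPKM with rapalink-1 (SD, n = 2 each). The log2 fold change of atg8 was 0.62 (SE 0.05, adjusted p = 3.65e-05 from limma with Benjamini-Hochberg adjustment), and both rapalink-1 libraries were above both untreated libraries. atg22 (SPAC2G11.13, chromosome I, 836206 to 838256, 46.6% overlapped by an antisense transcript) changed from 17.9 ± 0.12 to 21.7 ± 1.09 FPKM (SD, n = 2 each). Its log2 fold change was 0.27 (SE 0.06, adjusted p = 0.00807 from limma), and its adjusted p lay between 0.00502 and 0.0541 under the alternatives, the highest with DESeq2 on the recovered reads. atg2 (SPBC31E1.01c, chromosome II, 234477 to 239592) was at 12.1 ± 1.29 FPKM untreated and 12.4 ± 1.28 FPKM with rapalink-1 (SD, n = 2 each), a difference within the spread of replicates, and quantile normalization gave it a log2 fold change of -0.08. atg12 was below the minimum FPKM, and 88.5% of its model is shared with other gene models.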

We have examined the lifespans of *atg2*Δ, *atg8*Δ, *atg12*Δ and *atg22*Δ (atg mutants present within the Bioneer v5.0 deletion mutant collection^30^) without and with rapalink-1. Our results show that rapalink-1 can extend the CLS in all cases examined (Fig. S2A–D).

**Fig. 3:**
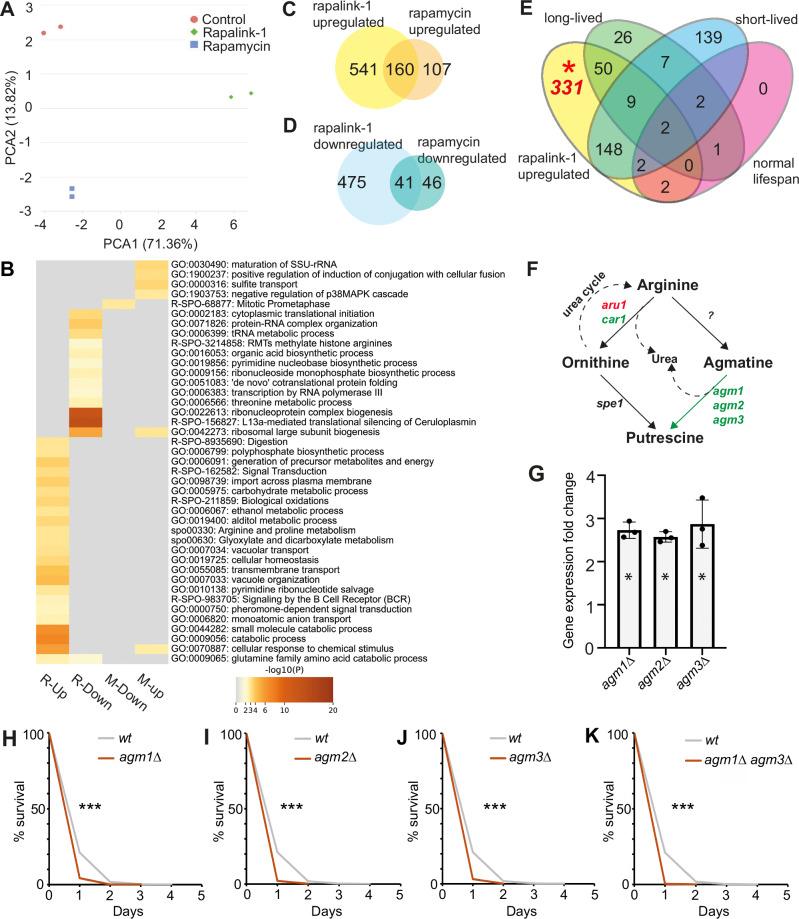
Gene expression analysis following rapamycin and rapalink-1 treatment reveals novel genes involved in chronological ageing. **A** PCA analysis of control untreated, rapamycin- and rapalink-1-treated cells as indicated. **B** Heatmap of representative GO enrichments for gene lists of upregulated and downregulated genes in the drug treatments used (R-Up: rapalink-1 upregulated; R-Down: rapalink-1downregulated; M-up: rapamycin upregulated; M-down: rapamycin downregulated). **C** Venn diagram for upregulated genes following rapamycin and rapalink-1 treatments. **D** Venn diagram for downregulated genes following rapamycin and rapalink-1 treatments. **E** Venn diagram showing overlaps of rapalink-1 upregulated genes (the portion that corresponding mutants are viable) with genes that their deletions lead to long-lived, short-lived or normal-lived mutants. **F** Schematic of arginine metabolism to ornithine, agmatine and putrescine with genes coding for responsible enzymes. In green: genes that are upregulated, red: downregulated, black: not affected, following rapalink-1 treatment. **G** qPCR validations of RNAseq data related to agmatinases. The bar graph shows fold-change of expression of the agmatinase genes *agm1*, *agm2* and *agm3* in fission yeast following five hours of rapalink-1 treatment compared to untreated controls. Single asterisks (*) within the bar graph indicates student test *p* value < 0.01 compared to controls. qPCR reactions were performed in triplicates.(**H-K**) CLS for normal (*wt*) and mutant *agm1Δ* (G, log rank *p* = 9.7 × 10^-5^), *agm2Δ* (H, log rank *p* = 1.5 × 10^-5^), *agm3Δ* (I, log rank, *p* = 3.9 × 10^-5^), and *agm1Δ agm3Δ* (J, log rank *p* = 3.3 × 10^-6^) cells as indicated. The asterists (***) in lifespans (H-K) indicate *p* values < 0.001.

High-throughput phenotyping approaches have majorly contributed to characterising the CLS of haploid fission yeast mutants^33,35^. TORC1 is a major pro-ageing pathway, and TORC1-dependent genes are likely to be related in lifespan regulation. We, therefore, examined whether differentially expressed genes from rapalink-1-treated cells are linked with long or short reported lifespans of the corresponding mutants. While many rapalink-1 upregulated genes have reported lifespans, a significant number (331 genes) have no lifespan annotations (Fig. 3E). GO enrichment of these genes demonstrates that they are related to amino acid transport, amide transport, galactose, tyrosine, arginine and proline metabolism (Fig. S3A). Likewise, 150 genes that are found to be downregulated in rapalink-1 treated cells have not been annotated for lifespan (Fig. S3B) and these are related to L13a-mediated translational silencing, ribonucleoside biosynthesis, response to stimulus as well as to alanine, aspartate and glutamate metabolism (Fig. S3C). 

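The files list agm1 as SPAC11D3.09 (chromosome I, 122187 to 124116), agm2 as SPAPB24D3.03 (chromosome I, 2952226 to 2953762) and agm3 as SPBC8E4.03 (chromosome II, 4434194 to 4435868). With rapalink-1, agm1 rose from 1.42 ± 0.12 to 4.03 ± 0.29 FPKM (SD, n = 2 each), a log2 fold change of 1.06 (SE 0.15, adjusted p = 0.0007 from limma with Benjamini-Hochberg adjustment). These values rest on 50 and 51 reads in the untreated libraries and 136 and 121 with rapalink-1, and 82.9% of the model of agm1 is overlapped by that of SPAC11D3.08c on the opposite strand. agm2 rose from 44.1 ± 0.17 to 116.8 ± 14.1 FPKM (SD, n = 2 each), with a log2 fold change of 1.38 (SE 0.07, adjusted p = 2.07e-06 from limma). The change of agm3 was the largest, from 63.2 ± 4.85 to 290.2 ± 23.9 FPKM (SD, n = 2 each), a log2 fold change of 2.18 (SE 0.07, adjusted p = 1.2e-07 from limma). An antisense transcript overlaps 27.8% of agm3. In all 3 genes both rapalink-1 libraries were above both untreated libraries. Between alternatives agm1 moved most, to 1.51 with edgeR on the recovered reads and 0.88 with quantile normalization.
With rapamycin, the log2 fold changes were 0.34 for agm1 (adjusted p = 0.151 from limma), 0.02 for agm2 (adjusted p = 0.889) and 0.36 for agm3 (adjusted p = 0.0101). Quantile normalization gave agm2 a log2 fold change of -0.01. Without the intensity trend the adjusted p of agm3 was 0.0553, the highest of its alternatives, which began at 0.000136. Without rapamycin replicate 1 the log2 fold change of agm1 was 0.20. The ornithine decarboxylase gene spe1 (SPAC144.04c, chromosome I, 4656535 to 4658322) was at 212.0 ± 1.10 FPKM untreated and 214.8 ± 5.53 FPKM with rapalink-1 (SD, n = 2 each), a log2 fold change of 0.02 (adjusted p = 0.703 from limma) that quantile normalization turned to -0.09. Of the 6 genes of Fig. 3F, 5 passed with rapalink-1 both when adjusted over the list alone and over all genes tested. With rapamycin, 2 passed adjusted over the list alone and 1 over all genes. The list was chosen by the study on these samples, so its own adjustment is not independent evidence.

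**Figure D4:**
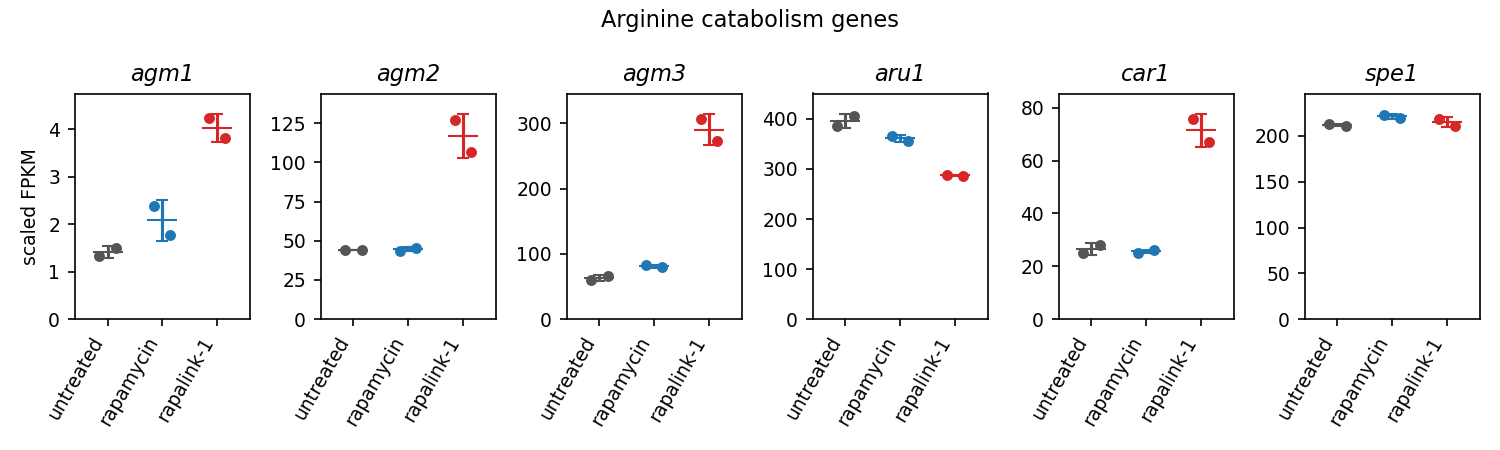
FPKM scaled by median-of-ratios factors for the 6 genes of Fig. 3F in untreated, rapamycin-treated and rapalink-1-treated cells, with 1 point per library, dashes for means and bars for the SD (n = 2). agm3 lies at 63.2, 81.1 and 290.2 FPKM in the 3 conditions.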

Examination of upregulated genes not linked yet to lifespan, revealed that arginine catabolism and specifically all the agmatinase enzymes involved in processing agmatine to putrescine are boosted following TORC1 inhibition (Fig. 3F). To validate the results from RNA-seq, we performed qPCRs for all three agmatinases from fast-growing cells (OD_600_ = 0.5) treated with rapalink-1 for 5 h compared to untreated cells. The results from qPCRs showed a 2.5- to 3-fold increase in all agmatinases, confirming the RNAseq data (Fig. 3G). We therefore wondered whether agmatinases are required for normal CLS in fission yeast. CLS assays reveal that *agm1*Δ (log rank *p* = 9.7 × 10^−5^, Fig. 3H), *agm2*Δ (log rank *p* = 1.5 × 10^−5^, Fig. 3I) and *agm3*Δ (log rank, *p* = 3.9 × 10^−5^, Fig. 3J) mutant cells are short-lived compared to *wt* cells. In addition, cells mutant for both *agm1* and *agm3* are also short-lived (log rank *p* = 3.3 × 10^−6^, Fig. 3K). Rapalink-1 prolongs CLS in *wt* cells (Fig. 1I). But does it have effects on the agmatinase mutants? We therefore performed CLS on single *agm* mutants with and without rapalink-1 treatments. In all cases rapalink-1 can extend lifespan (Fig. S4A–C), probably due to compensation between the agmatinase enzymes. The lifespan extension for *agm2*Δ is less pronounced compared to the ones observed for *agm1*Δ and *agm3*Δ. Nevertheless, the change is significantly different in all cases (log rank *p* value < 0.01). We are not able to say whether the differences in rapalink-1-dependent lifespan extension signifie specialisation in agmatinase requirements, but it is plausible.

### Agmatine and putrescine affect growth, metabolism and lifespan

The requirement of agmatinases in normal CLS led us to wonder about the effects of supplementing agmatine and putrescine on the fitness and lifespan of fission yeast cells. Towards this, we have performed genome-wide screens for both agmatine and putrescine(using 15 and 25 mM concentrations, respectively). Each mutant has been assessed in quadruplicate and fitness ratios have been obtained through normalisations with untreated copies of the deletion library^30,38^. Good quality data have been obtained for 3208 mutants (Fig. 4A). Fitness ratios of the mutant strains between the two screens are well correlated (Pearson cor.coeff = 0.74, Fig. 4B) showcasing that they have similar metabolic and growth outcomes. Gene ontology enrichments for sensitive and resistant strains (cutoffs set at >1.35 and <0.65 fitness ratios for resistant and sensitive, respectively) show overlapping and unique enrichments (Fig. 4C, Supplementary Data 7 for agmatine and putrescine fitness ratios of all mutants). Both compounds render cells with gene deletions related to arginine metabolism, as sensitive. However, while putrescine affects more strongly ribosome-related mutants, agmatine affects mutants related to cytosolic transport or response to oxygen-containing compound (Fig. 4C for a complete list of GOs). On the other hand, mutants related to the CAMKK-AMPK signalling cascade (as in the case of rapalink-1) and intracellular transport and tRNA wobble uridine modification are resistant to both agmatine and putrescine. The list of resistant strains to putrescine is enriched in categories related to polyphosphate metabolic process, cellular respiration and chaperone-mediated folding, among others (Fig. 4C). Interestingly, GO enrichments for strains resistant to agmatine include vacuolar transport and organisation and are reminiscent of lists of mutant strains resistant to rapalink-1 (genes coding for endolysosomal-related proteins). This result together with the requirement of agmatinase enzymes in normal fission yeast CLS led us to wonder whether agmatine and putrescine supplementation can be beneficial to *S. pombe* CLS. Indeed, addition of both compounds to fast growing wild-type *S. pombe* cultures at the same concentrations used in our genome-wide screens lead to lifespan extension with agmatine having more profound effects (Fig. 4D, log rank *p* = 5.3 × 10^−11^; Fig. 4E*p* = 9.4 × 10^−10^). Our results are consistent with previous observations on the positive effects of agmatine in lifespan and ageing^39^. We examined whether agmatinases are required for the lifespan extension and repeated the experiments in the genetic background of *agm1*Δ (Fig. 4F, log rank *p* = 4.4 × 10^−13^; Fig. 4G, *p* = 4.5 × 10^−10^), *agm2*Δ (Fig. 4H, log rank *p* = 3.5 × 10^−11^; Fig. 4I, *p* = 3.5 × 10^−8^) *and agm3*Δ (Fig. 4J log rank *p* = 1.1 × 10^−13^; Fig. 4K, *p* = 2 × 10^−9^), gene deletions. Lifespan extensions comparable with the *wt* cells are observed in all single mutant backgrounds. The same beneficial effects are also observed in double *agm1Δ agm3*Δ mutant cells (Fig. 4L log rank *p* = 4.1 × 10^−10^; Fig. 4M, *p* = 3 × 10^−10^). This might be due to either functional compensation or beneficial effects related to other pathways such as lipid metabolism^39^ or through oxidative stress protection^40^.

**Fig. 4:**
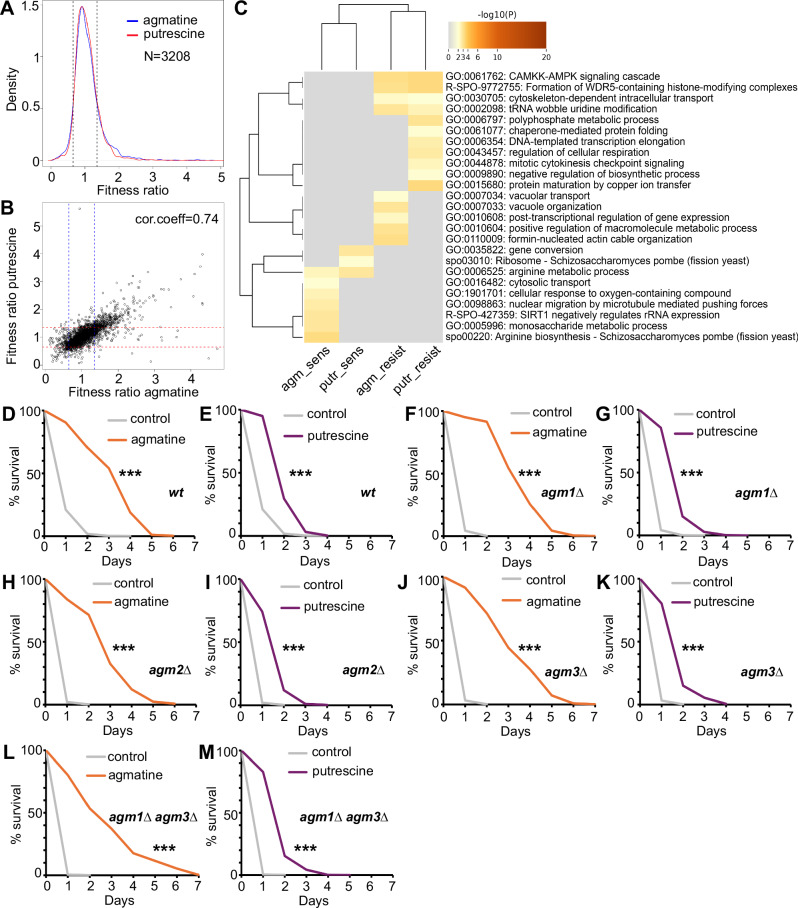
Genome-wide fitness screens of agmatine and putrescine and effects on chronological lifespan of fission yeast. **A** Density profiles of fitness ratios for 3208 *S. pombe* deletion mutants following agmatine and putrescine treatments. **B** Correlation of fitness ratios of deletion mutants in agmatine and putrescine screens. Each point represents the average fitness value for each mutant. **C** Heatmap of representative Gene Ontology enrichments for mutant strains resistant and sensitive to drug treatments (agm_sens: sensitive to agmatine; putr_sens: sensitive to putrescine; agm_resist: resistant to agmatine; putr_resist: resistant to putrescine). **D–M** CLS for normal (*wt*) and agmatinase mutant cells following agmatine and putrescine supplementation during growth phase (see material and methods) as indicated.The three asterisks (***) in lifespans indicate *p* values < 0.001, see log rank *p* values in the main text.

### *Agm1* interactome reveals metabolism-mediated TOR activity regulation with effects on growth and lifespan

To understand the mechanisms underlying the requirements of agmatinases’ functions in ageing we have defined the genetic interactome of *agm1* by performing a synthetic genetic array (SGA). In this assay, we systematically construct double mutants: the mutant of interest with each of the mutants contained in a whole deletion library. Colony sizes for single and double mutants are used as proxies for their fitness. A negative genetic interaction is scored when the fitness of the double mutant is worse than expected based on the individual mutants’ fitness. Examples are synthetic lethality and synthetic sickness. Negative genetic interactions can be observed between genes of parallel pathways that contribute to the same cellular function. A positive interaction is scored when the fitness of the double mutant is unexpectedly high (again, based on the fitness of the corresponding single mutants). Positive interactions can reveal suppression (one mutation compensates for the defect caused by the other) or epistasis (one mutation masks the effect of another in a pathway) relationships. We have used *ade6::natMX6* as a control SGA query. As the deletion library strains carry *ade6* auxotrophy alleles^30,38^, the control query/SGA does not affect the fitness profiles of the deletion collection as previously reported in published methods^7^. Following normalisations for plate positional effects, low fitness mutants, and linkage we have isolated data for 3,108 double mutants with *agm1* (Supplementary Data 8). Physical mapping of the isolated genetic interactions is reassuring of the successful double mutants’ generation as it demonstrates the characteristic accumulation of negative values around the *agm1* locus and the positive values around the control *ade6* locus (Fig. 5A, blue and red lines indicate the physical location of query gene *agm1* and the control query *ade6* in the *S. pombe* genome). These values have been filtered out during our quality control steps. With interaction value cutoffs of -15 and +15 (see materials and methods) we find 179 mutants showing negative interactions and 284 mutants exhibiting positive interactions with *agm1* (Fig. 5B). The negative interaction list is enriched for genes coding for post-transcriptional regulation, carbon metabolism, and reticulophagy among other GO terms (Fig. 5C, Supplementary Data 8). Positive interactions are enriched in amide metabolism, stress response and nitrogen metabolism (Fig. 5D, Supplementary Data 8).

**Fig. 5:**
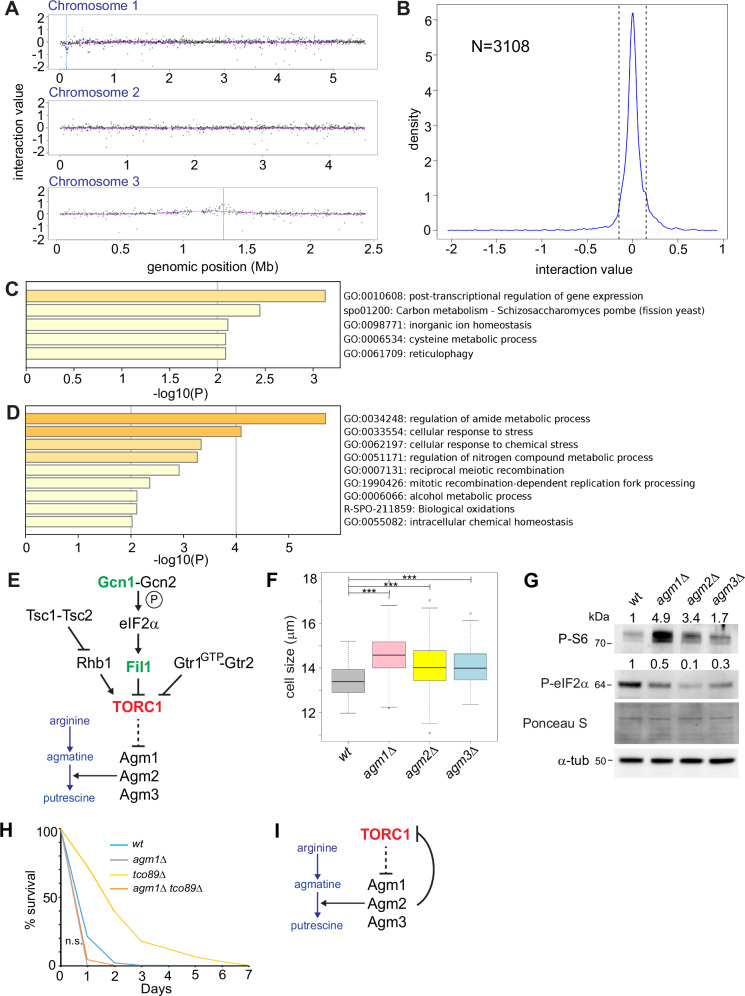
Genetic interactomes of *agm1* reveal a metabolic feedback mechanism that tunes TORC1 activity. **A** Physical mapping of *agm1* interaction values with 3108 mutants. Blue and red lines indicate the physical location of the query gene *agm1* and the control query gene *ade6* in the *S. pombe* genome. **B** Density plot of the genome-wide *agm1* genetic interactions. Vertical dotted lines show the cutoffs set for the interactome analysis (see materials and methods). **C** Bar graph representation of GO enrichments for negative *agm1* interactions. **D** Bar graph representation of GO enrichments for positive *agm1* interactions. **E** Schematic showing a previously reported tripartite TORC1 regulation in fission yeast. Green fonts signify positive while red fonts negative interactions. **F** Cell size upon division measurements in normal (wt) and *agm* mutant cells (*agm1Δ, agm2Δ, agm3*Δ) in YES media. Asterisks indicate statistically significant differences between the compared groups (p < 0.01, wilcoxon testing). **G** Western blot for P-S6 and P-eIF2α in normal (wt) and *agm* mutant cells (*agm1Δ, agm2Δ, agm3*Δ) with accompanied α-tubulin western blot and Ponceau S stains as loading controls. Numbers on top of P-S6 and P-eIF2α are ratios of signals to the corresponding tubulin signal and normalised to the *wt* ratio (thus ratio of *wt* is always 1; measurements were performed using ImageJ). **H** CLS patterns of *agm1Δ and agm1Δ tco89Δ* mutants is indicated. n.s.: not significant as log rank *p* > 0.05. **I** A schematic model for the revealed role of agmatinase enzymes in tuning TORC1 activity in fission yeast.

Close inspection of the interactors’ list reveals that genes coding for stress and amino acid sensing that inhibit TORC1 such as *gcn1*^41^ and *fil1*^42^ positively interact with *agm1* (Fig. 5E, green fonts). On the other hand, the TORC1 core component *tco89*^3^, negatively interacts with *agm1* (Fig. 5E, red fonts). These results could mean that the absence of *agm1* (and possibly the rest of the agmatinases) promotes growth that is enhanced through the absence of stress response players. The cellular growth enhancement is TORC1-dependent as absence of *tco89* results in reduced cellular fitness/growth. Therefore, in this scenario, agmatinases may provide a metabolic regulatory feedback for TORC1 activity in fission yeast: when TOR is inhibited, cells process vacuole-stored amino acids such as arginine^43^, thus ensuring that TOR inhibition signals are maintained, relayed within the cell and preventing anabolism while preparing for catabolic processes and autophagy. In this case, *agm* mutants would showcase phenotypes related to increased TORC1 activity. Indeed, we have found that all agmatinase deletion mutants have short chronological lifespans compared to *wt* cells (Fig. 3H–K). *Agm1* mutants have already been reported to be fast-growing^44^ and to have decreased mating efficiency^45^, both cellular characteristics of increased TORC1 activity. We have then assessed cell size upon division for normal (*wt*) and agmatinase mutants. Our results demonstrate that *agm* mutant cells are larger (Fig. 5F, ***: *p* < 0.001, Wilcoxon testing) strengthening the case of increased TORC1 levels as the latter controls both temporal and spatial aspect of fission yeast growth. TORC1 activity growth through protein translation via phosphorylation of S6 kinases (such as Sck1, Sck2 and Psk1). Indeed, phospho-S6 activity is increased in *agm* mutants, almost 5-fold for *agm1*Δ, 3.4-fold for *agm2*Δ and 1.7-fold for *agm3*Δ (Fig. 5G). In addition, P-eIF2α, a negative marker of translation also used for assessing ‘stress’ levels of cells, is reduced in *agm* mutants (Fig. 5G, 0.5-fold in *agm1*Δ, 0.1-fold for *agm2*Δ and 0.3-fold for *agm3*Δ). Interestingly, while *tco89* mutant cells are long-lived^8^, *agm1Δ tco89*Δ are short-lived as single *agm1* mutants (Fig. 5H). This result shows that in the case of the CLS phenotype, *agm1* is epistatic of *tco89*. Our data reveal that the agmatinergic branch of arginine catabolism is favoured during TOR inhibition and forms a regulatory loop required for maintaining a lower TOR level, according to what environmental pressures dictate (Fig. 5I).

## Discussion

In this study, we have assessed the cellular and molecular effects of the bi-steric TOR inhibitor rapalink-1 using fission yeast, a genetically tractable eukaryotic model. Our results show that rapalink-1 primarily targets TORC1, prolongs chronological lifespan and demonstrate that TOR activity negatively regulates agmatinase genes. In fast-growing conditions and nutrient availability, TOR is highly active. The cells retain TOR activity, thus enhancing anabolism and promoting growth and, therefore, repressing agmatinase genes and the catabolic processing of arginine pools. This metabolic circuit ensures that arginine, stored within vacuoles^43^, continues to provide TOR activation input. In stress conditions (including stationary phase and during CLS) and when TOR activity is lower^46^, cells catabolise arginine. Once again, this ensures that in such conditions, cells upregulate defensive mechanisms, scavenge and recycle nutrients and prevent anabolism. Fission yeast arginases Aru1 and Car1 process arginine to ornithine. 

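aru1 (SPAC3H1.07, chromosome I, 1944127 to 1945368) was expressed at 395.4 ± 14.2 FPKM in untreated cells, 360.8 ± 7.04 FPKM with rapamycin and 287.4 ± 1.33 FPKM with rapalink-1 (SD, n = 2 each). Its log2 fold change with rapalink-1 was -0.46 (SE 0.04, adjusted p = 3.78e-05 from limma with Benjamini-Hochberg adjustment), and both rapalink-1 libraries lay below both untreated libraries. The model of SPAC3H1.06c, which rose with rapalink-1 by a log2 fold change of 2.34, overlaps 33.3% of aru1. With rapamycin the change of aru1 was -0.13 (adjusted p = 0.0537 from limma), and without further scaling of FPKM it was -0.14 and passed the threshold, over a range of adjusted p from 0.0486 to 0.126 between alternatives. car1 (SPBP26C9.02c, chromosome II, 323944 to 325565) rose from 26.6 ± 2.25 FPKM untreated to 71.5 ± 6.17 FPKM with rapalink-1 (SD, n = 2 each). This was a log2 fold change of 1.39 (SE 0.08, adjusted p = 2.29e-06 from limma), or 2.63-fold, with both rapalink-1 libraries above both untreated libraries. With rapamycin car1 was at 25.6 ± 0.71 FPKM (SD, n = 2), a log2 fold change of -0.05 (adjusted p = 0.693 from limma).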

Interestingly, upon direct TORC1 inhibition through rapalink-1 the main arginase Aru1 is downregulated while Car1 is upregulated 1.4-fold. Data from the orfeome and global localisation study in fission yeast^47^ indicate that Aru1 and Car1 are localised in the cytoplasm and the nucleus. Nevertheless, Agm1 and Agm3 (no relevant data on Agm2 are available) are found in the endoplasmic reticulum (note that reticulophagy is a Gene Ontology term for genes interacting with *agm1*) and the vacuole. Therefore, agmatinase enzymes are localised in the right compartment to control arginine pools crucial for TORC1 activity and fission yeast cells’ survival during nutritional and other stresses as well as in the context of lifespan. Taken together, these data and circuits can explain the requirements of the agmatinases in chronological ageing.

Our gene expression analyses have revealed many TORC1-regulated genes with no annotations or characterisation related to ageing and lifespan. Recent studies have focused on broad profiling of fission yeast mutants^35^ using non-competitive settings. In addition, we and others have performed genome-wide assays^13^ towards characterising mutants related to lifespan regulation^33,44^. Despite these efforts and due to the competitive nature of pooled barcode-based assays, only a fraction of the available viable mutants have been characterised. In addition, many medium-or high-throughput lifespan approaches have already been described and conducted in fission yeast^29,33,48^. Nevertheless, this gap of knowledge remains. Uncovering novel TORC1-regulated genes will focus current and future efforts in discovering new biology within the biogerontology field and beyond.

Parallel to gene expression analyses, we have performed cell-based genome-wide screens to reveal mutants that are sensitive and resistant to rapalink-1, as we have previously reported for torin1^9^. Our data showcase that the beneficial effects of TOR inhibition are related to the endolysosomal pathway and involve ESCRT, HOPS, CORVET, autophagy and the PIK3 complex. Taken together, these results may indicate that these complexes may be required for TOR-dependent lifespan control through inhibitors including rapalink-1, rapamycin and torin1. Recent work has linked the inhibition of S6K with lifespan increase through the endolysosomal system^49^ showcasing the universal roles of these functional connections in the ageing process.

Interest in agmatine as a nutraceutical is significant, and it is reported as a promising therapeutic agent for treating a broad spectrum of central nervous system-associated diseases^50^. A large portion of agmatine in mammals is supplemented from diets and gut microbiota, and long-term (5 years) supplementation studies^51^ have demonstrated its safety in the examined doses. Beneficial effects on the host’s lifespan through microbiome-derived agmatine induced by metformin treatment have been previously reported^39,52^. Indeed, agmatine can augment metformin’s therapeutic effects. However, it does not always promote beneficial effects as it can contribute to pathology^53^. Here we show that a consequence of the direct TORC1 inhibition is the transcriptional activation of all the enzymes that catabolise agmatine to putrescine and urea, with this pathway being vital for viability in non-dividing states. We have performed genome-wide phenomic screens revealing mutant backgrounds that benefit (or not) from agmatine and putrescine treatments. Our results show that supplementations of agmatine and putrescine are beneficial for cellular fitness only when arginine metabolism pathways are intact. This may explain diverse outcomes of agmatine supplementation and possible contributions to pathological conditions that are observed in other studies. Interestingly, both agmatine and putrescine prolong lifespan in *wt* and agmatinase mutants. Nevertheless, the effects of agmatine are more pronounced compared to putrescine, probably because agmatine can contribute to cellular health in multiple ways, as previously reported, including protecting from mitochondrial dysfunction and promoting the balance between mitochondrial fission and fusion^54^.

There is a growing interest in polyamines and how they regulate longevity. The triamine spermidine, a natural polyamine, can be generated from both the ornithine and the agmatine axes. In mammalian cells its biosynthesis starts from arginine with the enzyme arginase (ARG1) catalysing the reaction from arginine to ornithine^55^. Spermidine is well-known to stimulate cytoprotective mechanisms and autophagy^56^. Spermidine has been implicated with lifespan in yeast and we have previously uncovered longevity alleles and revealed connections of Rim15/Ppk31 with spermidine metabolism^19^. Recently, spermidine is shown to be pivotal in mediating fasting-induced autophagy in yeast, nematodes and human cells^20^. Nevertheless, in our present study, we show that agmatinases do not function simply to contribute to putrescine and ultimately spermidine production. While spermidine induces autophagy and mediates hypusination of the translation regulator eIF5A^20^, agmatinases’ induction due to lowering of TORC1 activity levels contribute towards maintaining the low TORC1 activity. Our analyses reveal a metabolic feedback loop mediated through agmatinase enzymes, ensuring that TORC1 activity levels are maintained as required for physiological cell needs and according to the signals received from the environment (nutritional or pharmacological). The revealed metabolic control is required for survival in non-dividing states and in CLS and can have implications and be of importance for human cells. Understanding how TORC1 activity is tuned may be beneficial in both normal ageing and also pathological states as well as in cancer where TOR plays important roles^2,57^.

## Methods

### Strains and media

*972 h−* was used as the *wild-type*. The strain containing C-terminally GFP-tagged Gaf1 (*gaf1-GFP kanMX6*) has been generated according to^58^ with *gaf1* being under the control of the endogenous promoter and as in refs. ^7,9,59^. Strains Maf-1-pK and GFP-atg8 have been previously described^23,25^. We have also used *h+ agm1::kanMX6; h+ agm2::kanMX6; h+ agm3::kanMX6; h+ fkh1::kanMX6; agm1::natMX6 agm3::kanMX6; agm1::natMX6 tco89::kanMX6*^30^. Other strains have been obtained from the deletion collection and verified using PCR according to manufacturer’s instructions. Microscopy was performed using an EVOS M5000 and Leica DMRA2 epi-fluorescent microscope fitted with a monochrome Orca-ER camera from Hamamatsu Photonics. YES (Yeast extract with supplements) and EMM2 media (Edinburgh Minimal Media 2) (Formedium) are used as indicated in the figures and main text. Drug treatments have been conducted in fast-growing cultures at OD_600_ 0.5 (see main text for details). Liquid cultures were grown at 32 °C with shaking at 130 rpm.

### Western blotting

Cells were treated with 100 nM rapamycin or 100 nM rapalink-1 for 2 or 5 h as indicated in figures and main text. Cells were disrupted using RIPA buffer and glass beads in a FastPrep 5 G MP lysis system. Antibodies directed against phospho-eIF2a (#9721, 1:1000), eIF2a (#9722, 1:1000), phospho-Ssp2 (#50081, 1:1000), Phospho-(Ser/Thr) Akt Substrate Antibody (#9611, 1:2000) were purchased from Cell Signalling Technologies. The antibody directed against myc (ab32, 1:1000) was purchased from Abcam while antibodies directed against V5 (sc-81,594, 1:1000) and HA (sc-7392, 1:1000) were purchased from Santa Cruz Biotechnology. Secondary antibodies Goat Anti-Mouse IgG H&L (HRP) (ab205719, 1:5000 in all cases except when V5 and GFP was the primary antibody where it was used at 1:10,000) and Goat Anti-Rabbit IgG H&L (HRP) (ab205718, 1:5000) were purchased from Abcam while the ECL Western Blotting Detection system was from Pierce™. ɑ-tubulin (T5168, 1:1000) and anti-GFP (11814460001, 1:1000) were purchased from Sigma-Aldrich. ɑ-tubulin and Ponceau S staining have been used as loading controls for western blots as and where indicated. Western blotting quantifications have been performed using ImageJ/Fiji^29,60^.

### Cell size and septation index determination

To measure septation index, cells were resuspended in calcofluor solution (#18909, Sigma-Aldrich) and incubated at room temperature for five minutes. Cells were visualised using an EVOS M5000 microscope. Percentages of septation from 200 cells for each time point have been recorded. For cell length at division, measurements of 50–100 septated cells were conducted using Fiji/ImageJ software^7,60^.

### CLS assays

CLS was determined through counting colony-forming units every day and normalising numbers with day zero^8^. Fission yeast cells are grown to the stationary phase. However, in this study, cells are left for an additional 48 hours as seen in previous related studies^15^ and then the assay starts with this time point considered as the 100% survival for the time course. Two or three independent biological repeats with each repeat having three technical replicates have been used. Log rank tests are performed for all CLS assays with CFUs and percentages used in the statistical testing. Statistical significance has been also validated with AUC measurements^60^ as also seen in ref. ^9^. Lifespan lengths vary largely in yeasts depending on the time point used following stationary phase entry and the media used. Different batches of YES media can generate different lifespan curve patterns depending on the Yeast Extract used in the particular batch. We have used a unique YES batch (Formedium) throughout the study.

### RNA sequencing data

Untreated as well as rapamycin and rapalink-1 treated cells (treatment was at OD_600_ = 0.5) for 5 h were harvested and processed for RNA isolation^8^ using acidic phenol-chloroform extraction method followed by RNAeasy (Qiagen) cleanup with on column DNase treatments before double elution. Following appropriate quality control steps, RNA library formed by polyA capture and Illumina 150 bp paired-end sequencing followed by standard R-based bioinformatic analysis was performed. Differential gene expression analysis of two conditions/groups (two biological replicates per condition) was performed using DESeq2R package (1.20.0). 

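The same test could be rerun on the reads recovered from FPKM, with DESeq2 1.42.0 on the 4 libraries of each comparison. Size factors lay between 0.849 and 1.32 for rapamycin against untreated cells, 0.940 and 1.11 for rapalink-1 against untreated cells, and 0.838 and 1.39 between the drugs. Genes past an adjusted p of 0.05 numbered 746, 1685 and 1395, and the authors' deposited results hold 746, 1684 and 1396. The lists shared 746, 1684 and 1395 genes. The log2 fold changes of the listed genes differed from the deposited ones by at most 1.17e-05.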

Genes with an adjusted *P* value <=0.05 found by DESeq2 and at various fold cutoffs (see main text) were assigned as differentially expressed. Sequences are deposited at GEO (accession number: GSE272269).

### Quantitative PCRs

As in the case for RNA sequencing untreated as well as rapalink-1 treated cells (at OD_600_ = 0.5, treatment for 5 h) were harvested and processed for RNA isolation^8^ using acidic phenol-chloroform extraction method followed by RNAeasy (Qiagen) cleanup with on column DNase treatments before double elution. cDNA was prepared using LunaScript^®^ (NEB) while qPCR reactions were conducted on a QIAquant96 2plex cycler (Qiagen) using Luna^®^ (NEB) according to the manufacturer’s instructions. Fold-changes of expression were calculated using the Ct method and normalising with alpha-tubulin 2 (*atb2*). Primers used are: agm1L1: 5’-TTTTGGAGGCGGCAAATCAA-3’; agm1R1: 5’-CCAACTCTGTCACGGATCCT-3’; agm2L1: 5’-TACTGTGCTTCCTCGAGTCC-3’; agm2R1: 5’-CCATCTGCTTCATCGCCATC-3’; agm3L1: 5’-TGATCAACAACGGCACATCC-3’; agm3R1: 5’-GCCAATCCAGGATCGACAAC-3’; atb2L1: 5’-TTCTGTGTATCCGGCTCCTC-3’; atb2R1: 5’-AGAGGCGGTGATGGAAGAAA-3.

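Each of the 8 primers was matched to the reference genome ASM294v3. Each primer of 20 bases matched at 1 place, and each pair enclosed an amplicon within the coding exon of its gene. The amplicon of agm1 has 237 bp (chromosome I, 123501 to 123737), that of agm2 168 bp (chromosome I, 2952970 to 2953137), that of agm3 223 bp (chromosome II, 4434590 to 4434812) and that of atb2 217 bp (chromosome II, 261352 to 261568). In the reference annotation SPAC11D3.08c ends at 122556 and agm1 starts at 122813. The gene models of the RNA-seq files, of which 99.5% of those matched by identifier share a start or an end with the reference, extend SPAC11D3.08c to 123785 and let agm1 start at 122187. The agm1 amplicon therefore lies within both models of the files, and 331 of the 1930 bases of the agm1 model lie outside that of SPAC11D3.08c.

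**Figure D5:**
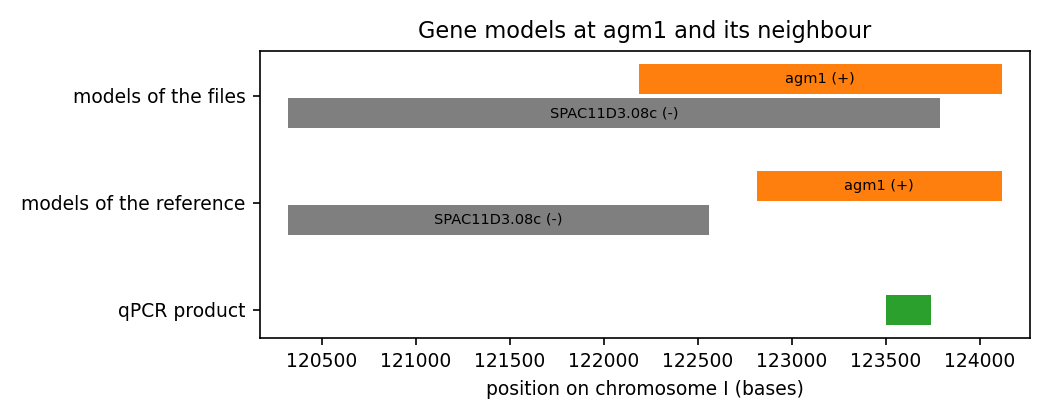
Map of chromosome I around agm1, with position in bases on the horizontal axis, showing the gene models of the reference, the gene models of the RNA-seq files and the qPCR amplicon. The models of SPAC11D3.08c and agm1 overlap between 122187 and 123785 in the files, and the amplicon spans 123501 to 123737.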

### High-throughput phenomics screens

The deletion library^30^ was arrayed on solid YES media at 1536-spot density, with each strain represented by four spots with various concentrations of drugs as indicated for each assay. Plates were incubated at 32 °C and high-resolution images of the plates were acquired. Colony size quantitations were then performed using the R package Gitter^61^. Median colony sizes were calculated for each plate and replicate. Strain colony size data per condition were normalised to the corresponding growth on YES.

### Synthetic genetic arrays

SGAs were performed using the Bioneer v5.0 haploid library^30^ with each interaction examined in quadruplicate^7^. Query strains were the following: *h*− *agm1::natMX6*, and control query *h*− *ade6::natMX6*. Colony size was used as a proxy for double mutant fitness. Colony size measurements were obtained using the gitter package^61^. Library mutants that fell within 30 kb distance of query mutations were excluded from the respective datasets to avoid spurious interactions as well as mutants for which the *ade6* double mutant colony size was less than 50 pixels as they were deemed to be present in too little amount for accurate interaction values to be calculated. Colony sizes were normalised to the plate median accounting for the effect of the query mutation and plate-specific effects and normalised for column- or row-specific effects. Medians of colony sizes of the SGAs were normalised with respect to the *ade6* SGA (which represents fitness of library single mutants as this query does not affect the library) to calculate the value of genetic interactions between query and library mutants. Interactions with high within-replicate variability were excluded. Finally, the logarithms in base 10 of the interaction were used for interaction scores.

### Enrichment analyses of interactions

Enrichment analyses were performed using Metascape^62^. p-values were corrected for multiple tests according to FDR. Enrichment analysis was conducted by comparing lists of interacting genes to all genes in the dataset (Bioneer v5.0 collection strains^30^).

### Statistics and reproducibility

CLS assays have been performed in two or three biological repeats with 3 technical repeats for each biological repeat. Statistical differences were determined using log-rank tests. Cell sizes have been determined through measurements of 200 cells, while statistical differences were determined using Wilcoxon testing. qPCRs were performed in three biological replicates while statistical differences are determined using student’s *t* test. SGA data have been collected through quadruplicates for each mutant. Processing and normalisations are described in the corresponding paragraph of the Materials and Methods. p-values for RNAseq and Gene ontology enrichments have been determined through standard methods and were corrected for multiple tests according to FDR.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review file

Supplementary Information

description of additional supplementary files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting summary

## Data Availability

RNA-seq data are deposited and are available from GEO (accession number: GSE272269). The Numerical data used for the generation of lifespans and qPCR graphs in the manuscript provided in Supplementary Data 1. Processed omics data (RNA-seq, genome-wide drug screens and SGA screens are all provided in Supplementary Data 2–8. All yeast strains are available from the corresponding author (or other sources/laboratories that have been generated in) on reasonable request. Uncropped western blot images are provided into the Supplementary Information (Supplemental Fig. 5).

## References

[1] Bjedov, I. & Partridge, L. A longer and healthier life with TOR down-regulation: genetics and drugs. *Biochem. Soc. Trans.***39**, 460–465 (2011).21428920 10.1042/BST0390460

[2] Laplante, M. & Sabatini, D. M. mTOR signaling in growth control and disease. *Cell***149**, 274–293 (2012).22500797 10.1016/j.cell.2012.03.017PMC3331679

[3] Ikai, N., Nakazawa, N., Hayashi, T. & Yanagida, M. The reverse, but coordinated, roles of Tor2 (TORC1) and Tor1 (TORC2) kinases for growth, cell cycle and separase-mediated mitosis in Schizosaccharomyces pombe. *Open Biol.***1**, 110007 (2011).22645648 10.1098/rsob.110007PMC3352084

[4] Gonzalez, S. & Rallis, C. The TOR signaling pathway in spatial and temporal control of cell size and growth. *Front. Cell Develop. Biol.***5**, 61 (2017).10.3389/fcell.2017.00061PMC546134628638821

[5] Bjedov, I. & Rallis, C. The target of rapamycin signalling pathway in ageing and lifespan regulation. *Genes***11**, 1043 (2020).10.3390/genes11091043PMC756555432899412

[6] Harrison, D. E. et al. Rapamycin fed late in life extends lifespan in genetically heterogeneous mice. *Nature***460**, 392–395 (2009).19587680 10.1038/nature08221PMC2786175

[7] Rallis, C., Townsend, S. & Bähler, J. Genetic interactions and functional analyses of the fission yeast gsk3 and amk2 single and double mutants defective in TORC1-dependent processes. *Sci. Rep.***7**, 44257 (2017).28281664 10.1038/srep44257PMC5345095

[8] Rallis, C., Codlin, S. & Bähler, J. TORC1 signaling inhibition by rapamycin and caffeine affect lifespan, global gene expression, and cell proliferation of fission yeast. *Aging Cell***12**, 563–573 (2013).23551936 10.1111/acel.12080PMC3798131

[9] Rodríguez-López, M. et al. The GATA transcription factor Gaf1 represses tRNAs, inhibits growth, and extends chronological lifespan downstream of fission yeast TORC1. *Cell Rep.***30**, 3240–3249.e4 (2020).32160533 10.1016/j.celrep.2020.02.058PMC7068653

[10] Fan, Q. et al. A Kinase inhibitor targeted to mTORC1 drives regression in glioblastoma. *Cancer Cell***31**, 424–435 (2017).28292440 10.1016/j.ccell.2017.01.014PMC5386178

[11] Kuroshima, K. et al. Potential new therapy of Rapalink-1, a new generation mammalian target of rapamycin inhibitor, against sunitinib-resistant renal cell carcinoma. *Cancer Sci.***111**, 1607–1618 (2020).32232883 10.1111/cas.14395PMC7226215

[12] Zhou, H. et al. mTOR inhibitor rapalink-1 prevents ethanol-induced senescence in endothelial cells. *Cells***12**, 2609 (2023).37998344 10.3390/cells12222609PMC10670449

[13] Legon, L. & Rallis, C. Genome-wide screens in yeast models towards understanding chronological lifespan regulation. *Brief. Funct. Genomics***21**, 4–12 (2022).33728458 10.1093/bfgp/elab011PMC8834652

[14] Roux, A. E., Arseneault, G., Chartrand, P., Ferbeyre, G. & Rokeach, L. A. A screen for genes involved in respiration control and longevity in Schizosaccharomyces pombe. *Ann. N. Y Acad. Sci.***1197**, 19–27 (2010).20536828 10.1111/j.1749-6632.2010.05198.x

[15] Roux, A. E. et al. Pro-aging effects of glucose signaling through a G protein-coupled glucose receptor in fission yeast. *PLoS Genet***5**, e1000408 (2009).19266076 10.1371/journal.pgen.1000408PMC2646135

[16] Petersen, J. & Nurse, P. TOR signalling regulates mitotic commitment through the stress MAP kinase pathway and the Polo and Cdc2 kinases. *Nat. Cell Biol.***9**, 1263–1272 (2007).17952063 10.1038/ncb1646

[17] Lock, A., Harris, M. A., Rutherford, K., Hayles, J. & Wood, V. Community curation in PomBase: enabling fission yeast experts to provide detailed, standardized, sharable annotation from research publications. *Database***2020**, baaa028 (2020).32353878 10.1093/database/baaa028PMC7192550

[18] Rutherford, K. M., Lera-Ramírez, M. & Wood, V. PomBase: a global core biodata resource-growth, collaboration, and sustainability. *Genetics***227**, iyae007 (2024).38376816 10.1093/genetics/iyae007PMC11075564

[19] Ellis, D. A. et al. Uncovering natural longevity alleles from intercrossed pools of aging fission yeast cells. *Genetics***210**, 733–744 (2018).30072377 10.1534/genetics.118.301262PMC6216586

[20] Hofer, S. J. et al. Spermidine is essential for fasting-mediated autophagy and longevity. *Nat. Cell Biol.* 26, 1571–1584 (2024).10.1038/s41556-024-01468-xPMC1139281639117797

[21] Thoreen, C. C. et al. An ATP-competitive mammalian target of rapamycin inhibitor reveals rapamycin-resistant functions of mTORC1. *J. Biol. Chem.***284**, 8023–8032 (2009).19150980 10.1074/jbc.M900301200PMC2658096

[22] Thoreen, C. C. & Sabatini, D. M. Rapamycin inhibits mTORC1, but not completely. *Autophagy***5**, 725–726 (2009).19395872 10.4161/auto.5.5.8504

[23] Davie, E., Forte, G. M. A. & Petersen, J. Nitrogen regulates AMPK to control TORC1 signaling. *Curr. Biol.***25**, 445–454 (2015).25639242 10.1016/j.cub.2014.12.034PMC4331286

[24] Ling, N. X. Y. et al. mTORC1 directly inhibits AMPK to promote cell proliferation under nutrient stress. *Nat. Metab.***2**, 41–49 (2020).31993556 10.1038/s42255-019-0157-1PMC6986917

[25] Mukaiyama, H., Nakase, M., Nakamura, T., Kakinuma, Y. & Takegawa, K. Autophagy in the fission yeast Schizosaccharomyces pombe. *FEBS Lett.***584**, 1327–1334 (2010).20036658 10.1016/j.febslet.2009.12.037

[26] Noguchi, C. et al. Maf1 limits RNA polymerase III-directed transcription to preserve genomic integrity and extend lifespan. *Cell Cycle***20**, 247–255 (2021).33475456 10.1080/15384101.2021.1874697PMC7889123

[27] Nakashima, A. et al. Psk1, an AGC kinase family member in fission yeast, is directly phosphorylated and controlled by TORC1 and functions as S6 kinase. *J. Cell Sci.***125**, 5840–5849 (2012).22976295 10.1242/jcs.111146PMC3575713

[28] Sarbassov, D. D. et al. Prolonged rapamycin treatment inhibits mTORC2 assembly and Akt/PKB. *Mol. Cell***22**, 159–168 (2006).16603397 10.1016/j.molcel.2006.03.029

[29] Rallis, C., López-Maury, L., Georgescu, T., Pancaldi, V. & Bähler, J. Systematic screen for mutants resistant to TORC1 inhibition in fission yeast reveals genes involved in cellular ageing and growth. *Biol. Open***3**, 161–171 (2014).24463365 10.1242/bio.20147245PMC3925319

[30] Kim, D.-U. et al. Analysis of a genome-wide set of gene deletions in the fission yeast Schizosaccharomyces pombe. *Nat. Biotechnol.***28**, 617–623 (2010).20473289 10.1038/nbt.1628PMC3962850

[31] Laxman, S. et al. Sulfur amino acids regulate translational capacity and metabolic homeostasis through modulation of tRNA thiolation. *Cell***154**, 416–429 (2013).23870129 10.1016/j.cell.2013.06.043PMC3757545

[32] Gilleron, J., Gerdes, J. M. & Zeigerer, A. Metabolic regulation through the endosomal system. *Traffic***20**, 552–570 (2019).31177593 10.1111/tra.12670PMC6771607

[33] Romila, C. A. et al. Barcode sequencing and a high-throughput assay for chronological lifespan uncover ageing-associated genes in fission yeast. *Micro. Cell***8**, 146–160 (2021).10.15698/mic2021.07.754PMC824602434250083

[34] Lie, S., Banks, P., Lawless, C., Lydall, D. & Petersen, J. The contribution of non-essential Schizosaccharomyces pombe genes to fitness in response to altered nutrient supply and target of rapamycin activity. *Open Biol.***8**, 180015 (2018).29720420 10.1098/rsob.180015PMC5990653

[35] Rodríguez-López, M. et al. Broad functional profiling of fission yeast proteins using phenomics and machine learning. *Elife***12**, RP88229 (2023).37787768 10.7554/eLife.88229PMC10547477

[36] Schmeisser, K. & Parker, J. A. Pleiotropic effects of mTOR and autophagy during development and aging. *Front. Cell Dev. Biol.***7**, 192 (2019).31572724 10.3389/fcell.2019.00192PMC6749033

[37] Valbuena, N., Guan, K.-L. & Moreno, S. The Vam6 and Gtr1-Gtr2 pathway activates TORC1 in response to amino acids in fission yeast. *J. Cell. Sci.***125**, 1920–1928 (2012).22344254 10.1242/jcs.094219PMC3656621

[38] Hayles, J. et al. A genome-wide resource of cell cycle and cell shape genes of fission yeast. *Open Biol.***3**, 130053 (2013).23697806 10.1098/rsob.130053PMC3866870

[39] Pryor, R. et al. Host-microbe-drug-nutrient screen identifies bacterial effectors of metformin therapy. *Cell***178**, 1299–1312 (2019).31474368 10.1016/j.cell.2019.08.003PMC6736778

[40] Milosevic, K. et al. Agmatine mitigates inflammation-related oxidative stress in BV-2 cells by Inducing a pre-adaptive response. *Int J. Mol. Sci.***23**, 3561 (2022).35408922 10.3390/ijms23073561PMC8998340

[41] Valbuena, N., Rozalén, A. E. & Moreno, S. Fission yeast TORC1 prevents eIF2α phosphorylation in response to nitrogen and amino acids via Gcn2 kinase. *J. Cell Sci.***125**, 5955–5959 (2012).23108671 10.1242/jcs.105395

[42] Duncan, C. D. S., Rodríguez-López, M., Ruis, P., Bähler, J. & Mata, J. General amino acid control in fission yeast is regulated by a nonconserved transcription factor, with functions analogous to Gcn4/Atf4. *Proc. Natl. Acad. Sci. USA***115**, E1829–E1838 (2018).29432178 10.1073/pnas.1713991115PMC5828588

[43] Mülleder, M. et al. Functional metabolomics describes the yeast biosynthetic regulome. *Cell***167**, 553–565 (2016).27693354 10.1016/j.cell.2016.09.007PMC5055083

[44] Sideri, T. et al. Parallel profiling of fission yeast deletion mutants for proliferation and for lifespan during long-term quiescence. *G3***5**, 145–155 (2015).10.1534/g3.114.014415PMC429146525452419

[45] Dudin, O. et al. A systematic screen for morphological abnormalities during fission yeast sexual reproduction identifies a mechanism of actin aster formation for cell fusion. *PLoS Genet.***13**, e1006721 (2017).28410370 10.1371/journal.pgen.1006721PMC5409535

[46] López-Maury, L., Marguerat, S. & Bähler, J. Tuning gene expression to changing environments: from rapid responses to evolutionary adaptation. *Nat. Rev. Genet.***9**, 583–593 (2008).18591982 10.1038/nrg2398

[47] Matsuyama, A. et al. ORFeome cloning and global analysis of protein localization in the fission yeast Schizosaccharomyces pombe. *Nat. Biotechnol.***24**, 841–847 (2006).16823372 10.1038/nbt1222

[48] Kamrad, S. et al. Pyphe, a Python toolbox for assessing microbial growth and cell viability in high-throughput colony screens. *Elife***9**, e55160 (2020).10.7554/eLife.55160PMC729753332543370

[49] Zhang, P., Catterson, J. H., Grönke, S. & Partridge, L. Inhibition of S6K lowers age-related inflammation and increases lifespan through the endolysosomal system. *Nat. Aging***4**, 491–509 (2024).38413780 10.1038/s43587-024-00578-3PMC11031405

[50] Akasaka, N. & Fujiwara, S. The therapeutic and nutraceutical potential of agmatine, and its enhanced production using Aspergillus oryzae. *Amino Acids***52**, 181–197 (2020).30915570 10.1007/s00726-019-02720-7

[51] Gilad, G. M. & Gilad, V. H. Long-term (5 years), high daily dosage of dietary agmatine–evidence of safety: a case report. *J. Med. Food***17**, 1256–1259 (2014).25247837 10.1089/jmf.2014.0026

[52] Tassoulas, L. J. & Wackett, L. P. Insights into the action of the pharmaceutical metformin: Targeted inhibition of the gut microbial enzyme agmatinase. *iScience***27**, 108900 (2024).38318350 10.1016/j.isci.2024.108900PMC10839685

[53] Yun, C. et al. The microbial metabolite agmatine acts as an FXR agonist to promote polycystic ovary syndrome in female mice. *Nat. Metab.***6**, 947–962 (2024).38769396 10.1038/s42255-024-01041-8

[54] Nibrad, D. et al. Therapeutic modulation of mitochondrial dynamics by agmatine in neurodegenerative disorders. *Neuroscience***569**, 43–57 (2025).39890051 10.1016/j.neuroscience.2025.01.061

[55] Kaiser, A. The role of spermidine and its key metabolites in important, pathogenic human viruses and in parasitic infections caused by plasmodium falciparum and trypanosoma brucei. *Biomolecules***13**, 803 (2023).37238673 10.3390/biom13050803PMC10216422

[56] Madeo, F., Bauer, M. A., Carmona-Gutierrez, D. & Kroemer, G. Spermidine: a physiological autophagy inducer acting as an anti-aging vitamin in humans? *Autophagy***15**, 165–168 (2019).30306826 10.1080/15548627.2018.1530929PMC6287690

[57] Marques-Ramos, A. & Cervantes, R. Expression of mTOR in normal and pathological conditions. *Mol. Cancer***22**, 112 (2023).37454139 10.1186/s12943-023-01820-zPMC10349476

[58] Bähler, J. et al. Heterologous modules for efficient and versatile PCR-based gene targeting in Schizosaccharomyces pombe. *Yeast***14**, 943–951 (1998).9717240 10.1002/(SICI)1097-0061(199807)14:10<943::AID-YEA292>3.0.CO;2-Y

[59] Rallis, C. et al. Amino acids whose intracellular levels change most during aging alter chronological life span of fission yeast. *J. Gerontol. A Biol. Sci. Med Sci.***76**, 205–210 (2021).32991693 10.1093/gerona/glaa246PMC7812441

[60] Schindelin, J. et al. Fiji: an open-source platform for biological-image analysis. *Nat. Methods***9**, 676–682 (2012).22743772 10.1038/nmeth.2019PMC3855844

[61] Wagih, O. & Parts, L. Gitter: a robust and accurate method for quantification of colony sizes from plate images. *G3 Genes Genomes Genet.***4**, 547–552 (2014).10.1534/g3.113.009431PMC396249224474170

[62] Zhou, Y. et al. Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat. Commun.***10**, 1523 (2019).30944313 10.1038/s41467-019-09234-6PMC6447622

# Supplementary material for: Rapalink-1 reveals TOR-dependent genes and an agmatinergic axis-based metabolic feedback regulating TOR activity and lifespan in fission yeast
**Source:** Commun Biol. 2025 Sep 29;8:1364. doi: 10.1038/s42003-025-08731-3
**Supplement:** Supplementary file 2 — Supplementary Information

## Supplemental Figure 1

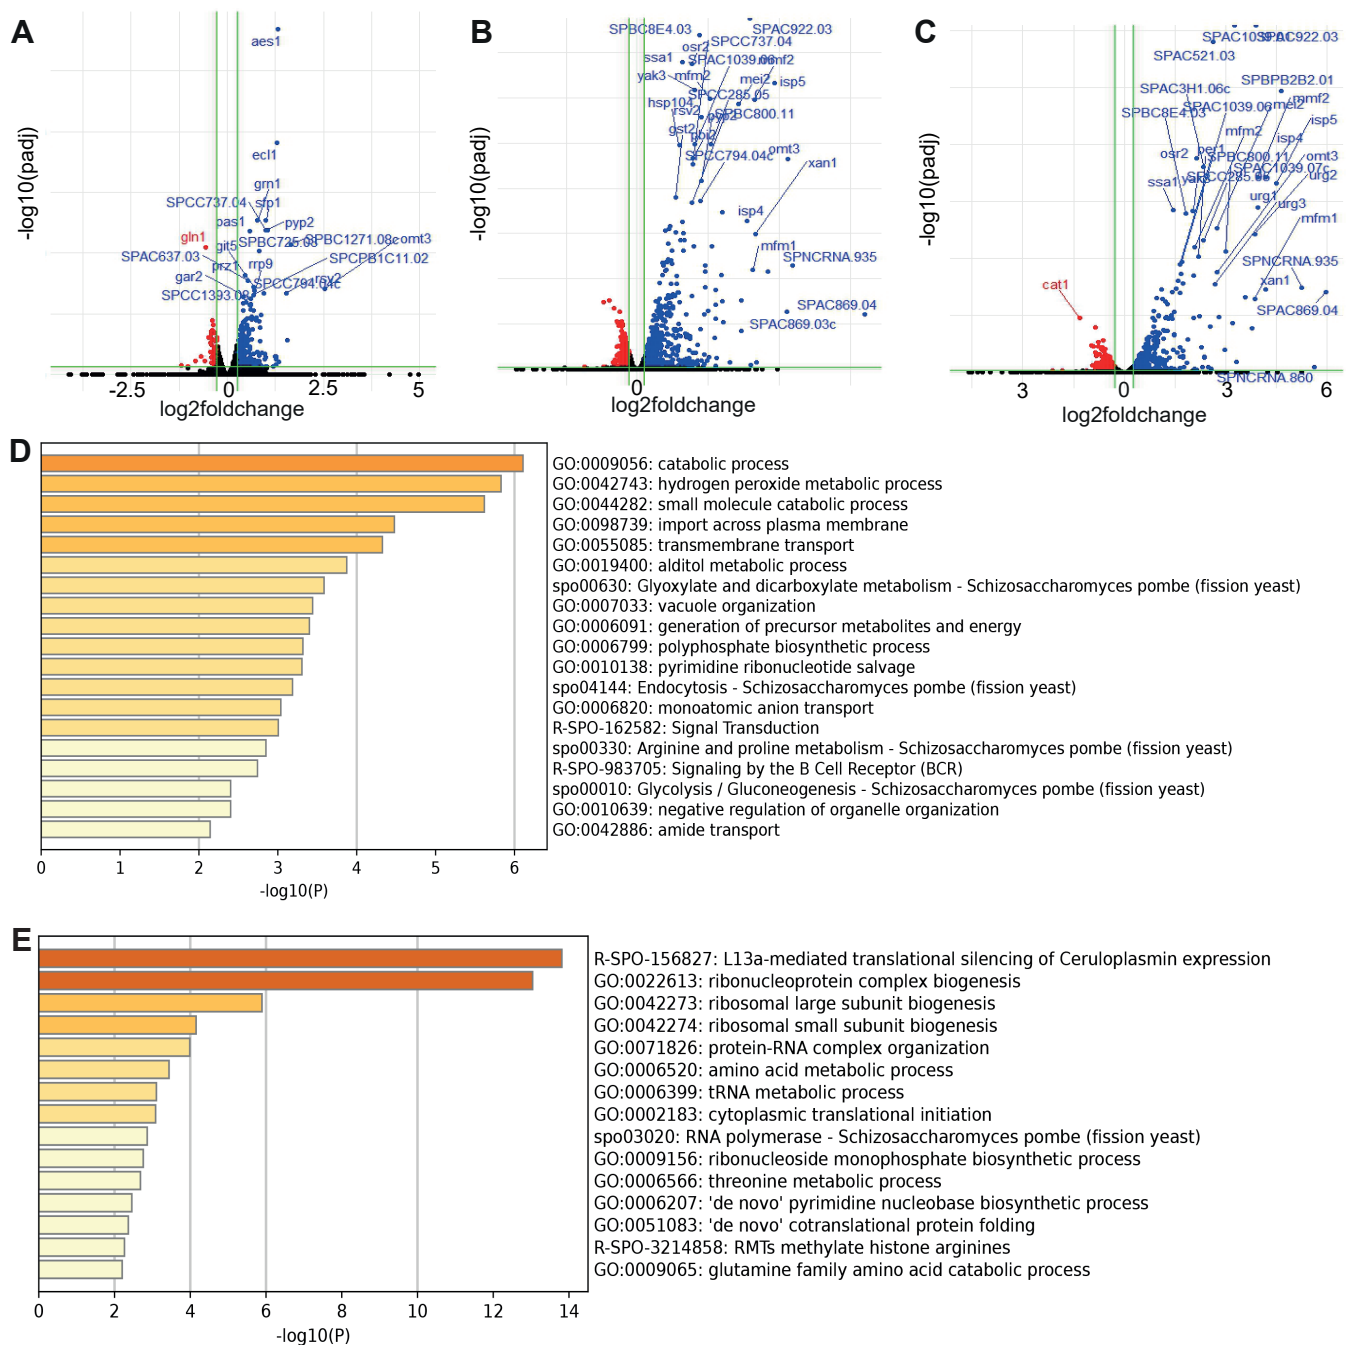

### Supplemental Figure 1. RNAseq data analyses of the paper related to Figure 3.

(A-C) Volcano plots with upregulated (red), downregulated (blue) and unchanged (black) genes.

(A) Untreated versus rapamycin-treated cells.

(B) Untreated versus rapalink-1-treated cells.

(C) rapamycin versus rapalink-1-treated cells.

(D) Bar graph representation of representative GO ontology enrichments for genes upregulated in rapalink-1 treatment only (related to Figure 3E)

(E) Bar graph representation of representative GO ontology enrichments for genes downregulated in rapalink-1 treatment only (related to Figure 3F).

## Supplemental Figure 2

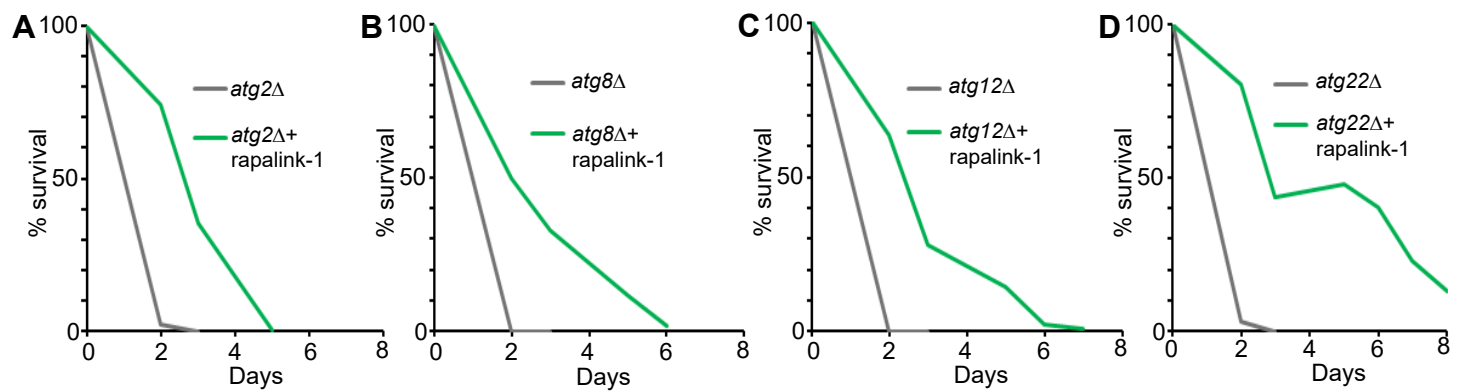

### Supplemental Figure 2. Rapalink-1 supplementation extends lifespans of atg mutants.

(A) CLS assay for *atg2Δ* with and without rapalink-1 as indicated.

(B) CLS assay for *atg8Δ* with and without rapalink-1 as indicated.

(C) CLS assay for *atg12Δ* with and without rapalink-1 as indicated.

(D) CLS assay for *atg22Δ* with and without rapalink-1 as indicated.

In all cases the lifespan extension is statistically significant (log rank  $p < 0.01$ ).

Supplemental Figure 3

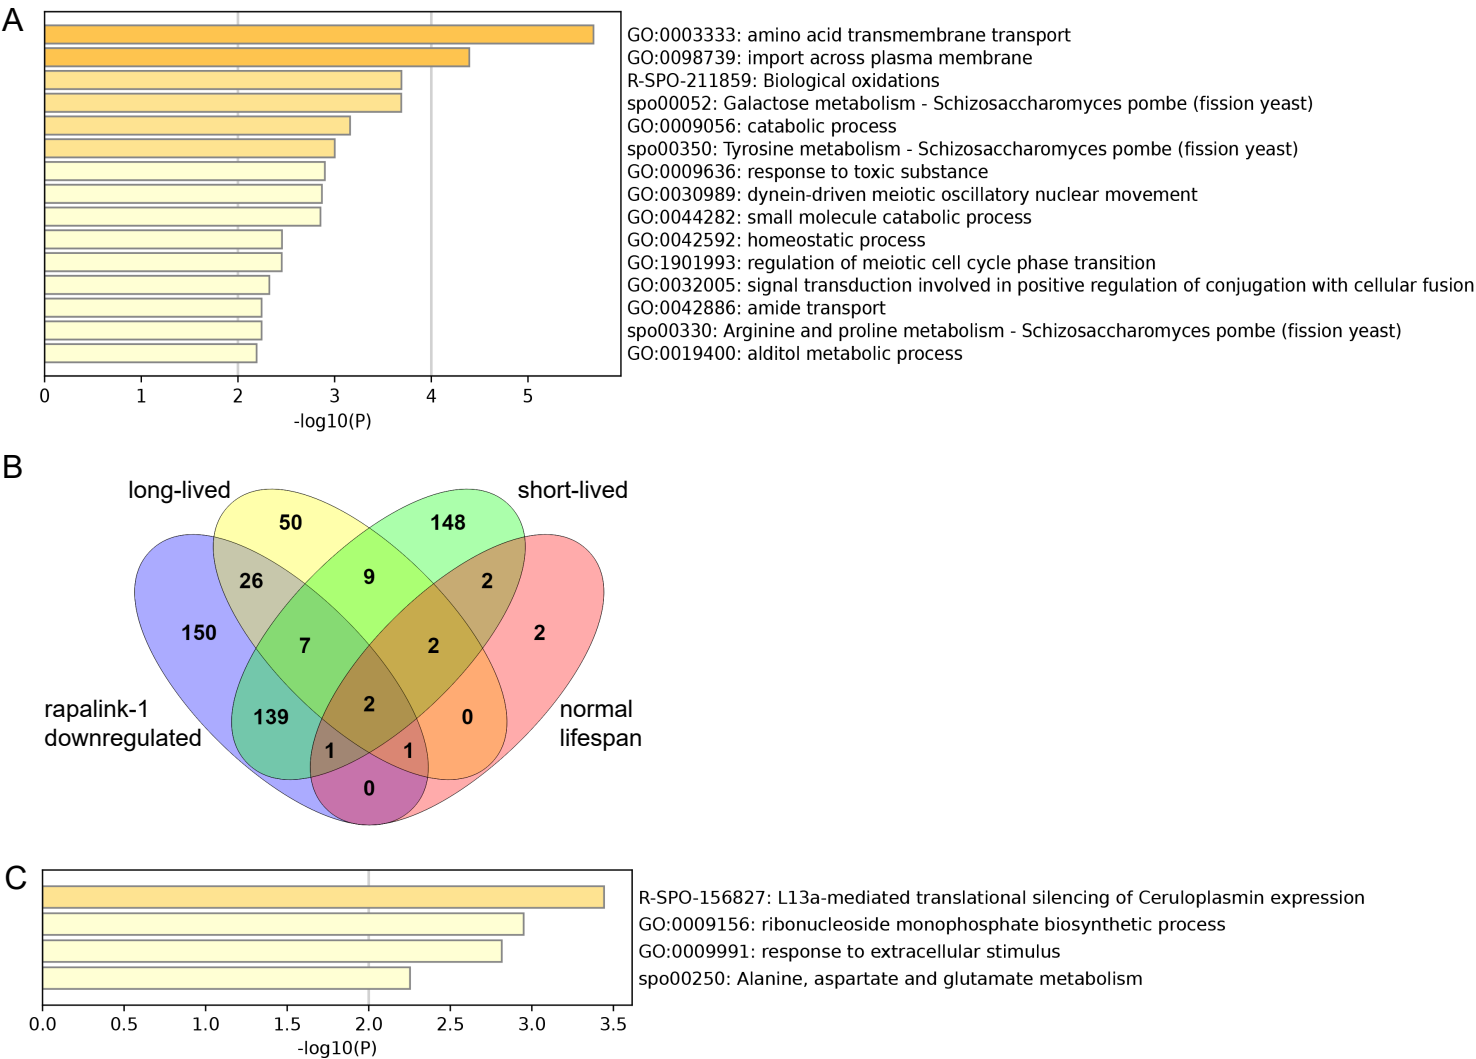

**Supplemental Figure 3. Gene expression analyses and enrichments related to rapalink-1.**

(A) Bar graph schematic for representative GO ontology enrichments of rapalink-1-upregulated genes not related to lifespan phenotype (related to Figure 2H, genes in red fonts).

(B) Venn diagram showing overlaps of rapalink-1 downregulated genes (the portion that corresponding mutants are viable) with genes that their deletions lead to long-lived, short-lived or normal-lived mutants.

(C) Bar graph schematic for representative GO ontology enrichments of the 150 rapalink-1-downregulated genes not related to lifespan phenotype shown in (B).

## Supplemental Figure 4

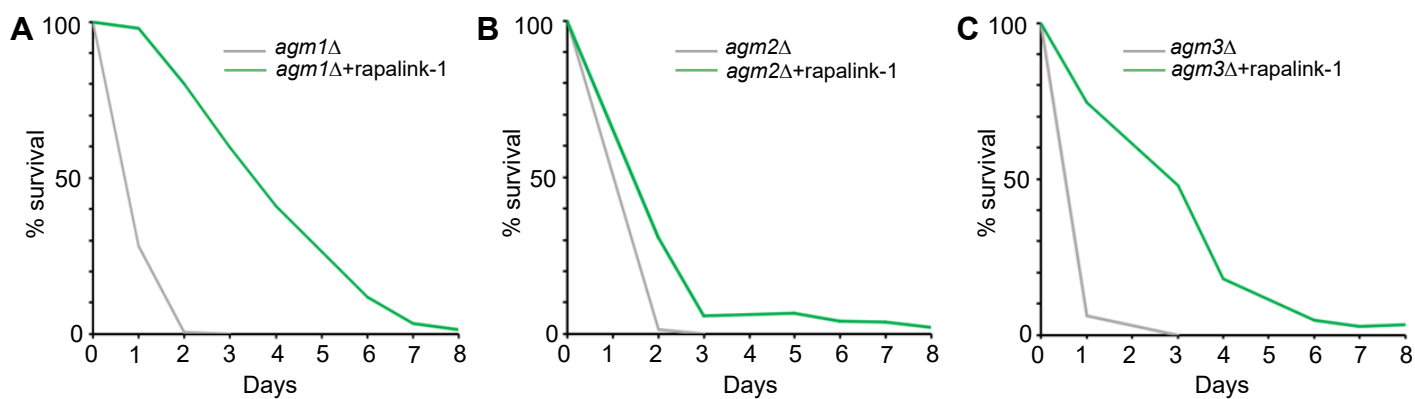

### Supplemental Figure 4. Rapalink-1 supplementation extends lifespans of agmatinase mutants.

(A) CLS assay for *agm1*Δ with and without rapalink-1 as indicated.

(B) CLS assay for *agm2*Δ with and without rapalink-1 as indicated.

(C) CLS assay for *agm3*Δ with and without rapalink-1 as indicated.

In all cases the lifespan extension is statistically significant (log rank  $p < 0.01$ ).

## Supplemental Figure 5

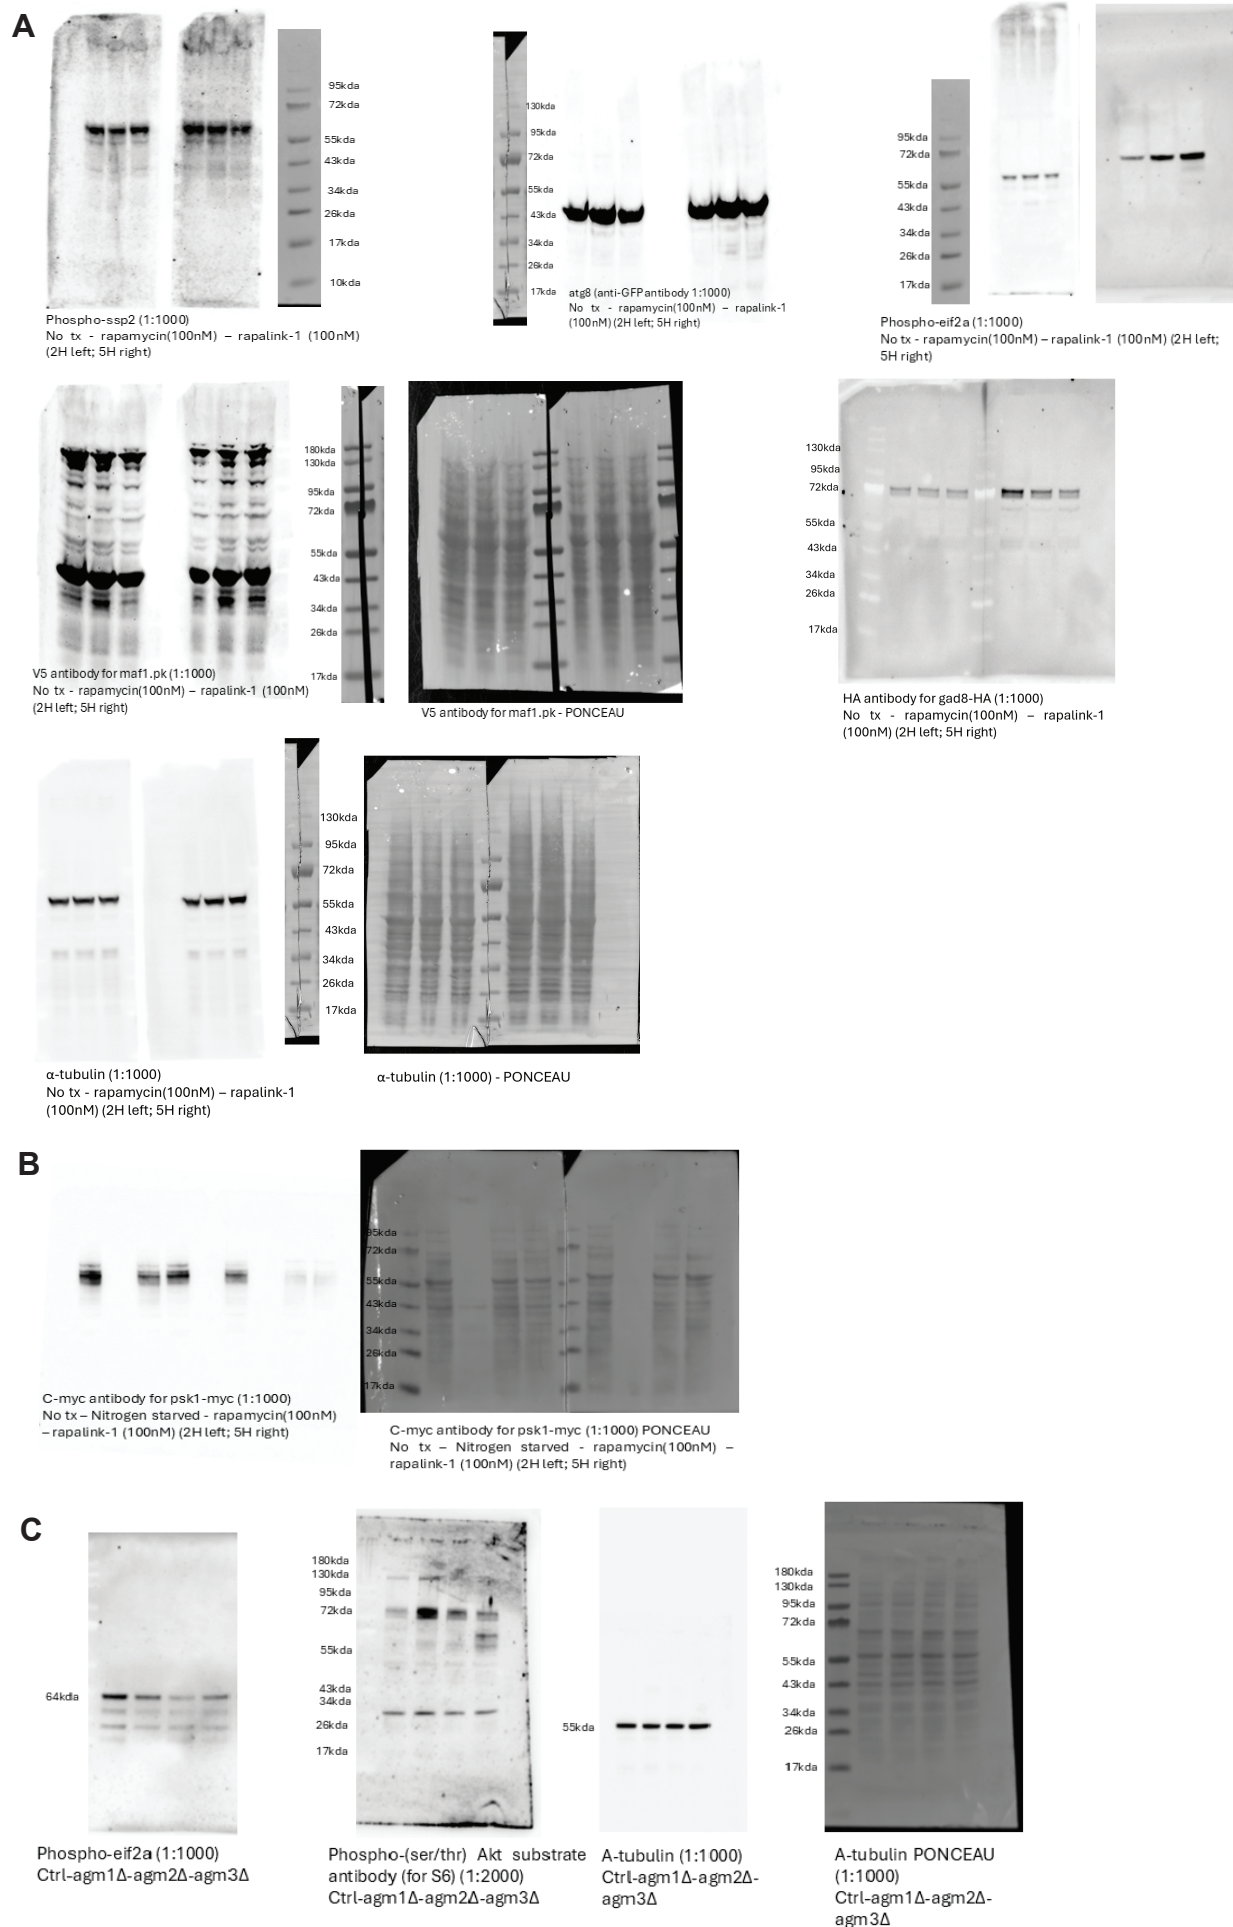

**Supplemental Figure 5. Raw western blot data used in the paper.**

(A) Western blots for main figure 1E.

(B) Western blots for main figure 1F.

(C) Western blots for main figure 5G.

# Supplementary material for: Rapalink-1 reveals TOR-dependent genes and an agmatinergic axis-based metabolic feedback regulating TOR activity and lifespan in fission yeast
**Source:** Commun Biol. 2025 Sep 29;8:1364. doi: 10.1038/s42003-025-08731-3
**Supplement:** Supplementary file 3 — description of additional supplementary files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Numerical data used for the generation of lifespans and qPCR graphs in the manuscript.

**File name:** Supplementary Data 2

**Description:** List of rapalink-1 sensitive ( $<0.75$ , representing 25% smaller colony compared to untreated control) and resistant ( $>1.25$ , 25% larger colony compared to untreated control) mutant strains. rapalink-1 sensitive ( $<0.75$ ) and resistant ( $>1.25$ ) strains.

**File name:** Supplementary Data 3

**Description:** List of genes upregulated in fast growing fission yeast cells (0.5 OD600) following 5 hrs of 100nM rapamycin treatment in YES media.

**File name:** Supplementary Data 4

**Description:** List of genes downregulated in fast growing fission yeast cells (0.5 OD600) following 5 hrs of 100nM rapamycin treatment in YES media.

**File name:** Supplementary Data 5

**Description:** List of genes upregulated in fast growing fission yeast cells (0.5 OD600) following 5 hrs of 100nM rapalink-1 treatment in YES media.

**File name:** Supplementary Data 6

**Description:** List of genes downregulated in fast growing fission yeast cells (0.5 OD600) following 5 hrs of 100nM rapalink-1 treatment in YES media.

**File name:** Supplementary Data 7

**Description:** Fitness ratio values of mutant strains following genome-wide phenomics screen with Agmatine and Putrescine (see main text and materials and methods).

**File name:** Supplementary Data 8

**Description:** Interaction values for all mutant strains against agm1 following normalizations (see Materials and Methods) and filtering of absent colonies, control and experimental SGA linkage, high variability of colonies and low fitness strains.

# Supplementary material for: Rapalink-1 reveals TOR-dependent genes and an agmatinergic axis-based metabolic feedback regulating TOR activity and lifespan in fission yeast
**Source:** Commun Biol. 2025 Sep 29;8:1364. doi: 10.1038/s42003-025-08731-3
**Supplement:** Supplementary file 12 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <div>Data are collected through experimental approaches and methods as described in the manuscript.</div>                                                                 |
| Data analysis   | <div>RStudio 2023.06.2+561; ImageJ 1.53t; Metascape (<a href="https://metascape.org/gp/index.html#/main/step1">https://metascape.org/gp/index.html#/main/step1</a>)</div> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data are deposited and are available from GEO (accession number: GSE272269). The Numerical data used for the generation of lifespans and qPCR graphs in the manuscript provided in Supplementary Data 1. Processed omics data (RNA-seq, genome-wide drug screens and Synthetic Genetic Array screens are all provided in Supplementary Data 2-8. All yeast strains are available from the corresponding author (or other sources/laboratories that have been generated in) on reasonable request. Uncropped western blot images are provided into the Supplementary Information (Supplemental Figure 5).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes are determined according to established practices in the field e.g. measurement of 200 septated cells for septation index; ; 50-100 cells for determination of cell size upon division at least 2 biological repeats with 2 technical repeats for each for lifespan data points.                                                                                       |
| Data exclusions | Small colony measurements signifying absent strains from our screens have been filtered out to avoid reporting false hits in compound screening and genetic interactions. This is a usual practice in the field.                                                                                                                                                                    |
| Replication     | Compound screening has been performed in densities to allow measurements of quadruplicates for each strain. Lifespan assays have been performed in different weeks. Western blot repeats are performed in different weeks with material independently collected. Microscopy measurements involve adequate number of individual cells according to published practices in the field. |
| Randomization   | Sample allocation is not random as it involves defined fission yeast mutant strains with specific and controlled compound/drug treatments.                                                                                                                                                                                                                                          |
| Blinding        | See randomisation. We analyse specific fission yeast strains and mutants with defined drug/compound treatments and in appropriate biological and technical replicates.                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies directed against phospho-eIF2a (#9721, 1:1,000), eIF2a (#9722, 1:1,000), phospho-Ssp2 (#50081, 1:1,000), Phospho-(Ser/Thr) Akt Substrate Antibody (#9611, 1:2,000) were purchased from Cell Signaling Technologies. The antibody directed against myc (ab32, 1:1,000) was purchased from Abcam while antibodies directed against V5 (sc-81594, 1:1,000) and HA (sc-7392, 1:1,000) were purchased from Santa Cruz Biotechnology. Secondary antibodies Goat Anti-Mouse IgG H&L (HRP) (ab205719, 1:5,000 in all cases except when V5 and GFP was the primary antibody where it was used at 1:10,000) and Goat Anti-Rabbit IgG H&L (HRP) (ab205718, 1:5,000) were purchased from Abcam while the ECL Western Blotting Detection system was from Pierce™. $\alpha$ -tubulin (T5168, 1:1,000) and anti-GFP (11814460001, 1:1,000) were purchased from Sigma-Aldrich. $\alpha$ -tubulin and Ponceau S staining have been used as loading controls for western blots as and where indicated. Western blotting quantifications have been performed using ImageJ/Fiji |
| Validation      | <p>WB validations:</p> <p>#9721: validated in PC12 and C2C12 cells;</p> <p>#9722: validated in PC12 cells;</p> <p>#50081: validated in several cell lines including K-562, 293T, C2C12, C6, NCI-H2228</p> <p>#9611: validated in Jurkat, A431, C2C12 and widely used in the fission yeast field</p> <p>#sc-81594: validated in 293T, against V5 tag widely used</p> <p>#sc-7392: validated in COS cells, against HA-tag widely used</p> <p>#T5168: validated in several systems including human fibroblasts and <i>C. elegans</i>, widely used, ascites fluid, clone B-5-1-2</p> <p>#11814460001: against GFP, widely used antibody, from mouse IgG1<math>\kappa</math> (clones 7.1 and 13.1)</p> <p>#ab32: validated in several systems including Jurkat and SH-SY5Y</p>                                                                                                                                                                                                                                                                                              |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

How the deposited data were processed for this re-analysis (not part of the article)

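The data are RNA-seq values from fission yeast cells that were untreated, treated with 100 nM rapamycin or treated with 100 nM rapalink-1 for 5 h, with 2 libraries per condition and 6 libraries in all. The authors made libraries by polyA capture and sequenced them as paired-end reads. The paper's text does not name the aligner, the read counter, the strand setting or the genome build. The methods state that the authors compared conditions with DESeq2 1.20.0.

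The authors deposited FPKM values of 7268 genes for every library, normalized to the length of the gene model and to a library size. For each of the 3 comparisons they deposited a table that holds read counts, counts divided by size factors (a normalized signal), FPKM, the log2 fold change, and the p-value and adjusted p-value of DESeq2. These tables hold only genes with an unadjusted p under 0.05, which was tested on the files. The gene models comprise 5145 protein-coding genes, 1534 non-coding RNAs, 379 tRNA genes, 88 rRNA genes and 81 snoRNA genes, with the remainder in smaller classes.

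Reads per gene were recovered from FPKM with 1 constant per library and came out whole for 100% of the values. The totals per library were 19678440 and 17782822 reads (untreated), 19959695 and 26321118 reads (rapamycin) and 16674483 and 16527483 reads (rapalink-1). The 10 genes with the most reads held between 7.51% and 7.91% of the reads of a library.

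The main comparisons used limma 3.58.1 in R 4.3.3, because the deposited counts cover only part of the genes. FPKM were scaled by median-of-ratios factors, a pseudocount of 1 was added and log2 was taken. Genes with a mean FPKM of at least 1 over the 6 libraries were tested, which left 4847 genes. All 6 libraries entered 1 fit with a mean per condition and an intensity trend, without a block for the replicate number. P-values were adjusted by the Benjamini-Hochberg method over the tested genes of each comparison, with a threshold of 0.05 and fold changes of 1.2, 1.5 and 2. Adjusted p-values of single genes in the passages and in the closing section come from limma unless another tool is named. Principal components were computed on centred, unscaled log2 values. Gene sets were fixed as words in the gene descriptions: cytosolic ribosomal proteins, ribosome biogenesis, translation initiation, tRNA metabolism, RNA polymerase III, vacuole, autophagy, amino acid transporters, transmembrane transporters, kinetochore and spindle, glycolysis, arginine and proline metabolism, mating and meiosis, proteasome, and heat shock proteins and chaperones. They were tested with camera in limma with a preset correlation of 0.01 and adjusted over 45 tests.

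The tests were tried on simulated reads drawn from the real means and library sizes. limma recovered 89.9% and 91.5% of 199 changed genes in the comparisons of rapalink-1 with untreated cells and with rapamycin, and called 13 and 11 of 4617 unchanged genes. With rapamycin, where no gene was changed, it called 1 of 4856 genes. A simulated set of 40 genes shifted by 1.2-fold had an adjusted p of at most 2.98e-22 with camera, and 0 of 150 tests of random sets passed. Simulated reads were drawn independently for each gene, so they cannot show how camera performs on sets whose genes are correlated.

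The alternatives were set before the data were examined, apart from those named as added. They were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 10, FPKM without further scaling, quantile normalization, only the 2 conditions compared in the fit, the replicate number as a block, eBayes without trend, protein-coding genes only, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and each library left out in turn. Principal components were also computed with unit variance and on the 500 genes with the largest variance. Sets were also tested with fry and with an estimated correlation, and chromosome ends were also taken as 50 and 200 kb. Added after the data had been seen were quantile normalization for the gene sets and the chromosome ends, and fry and the estimated correlation for the chromosome ends.

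The genes named are those of Fig. 3F, other genes of the paper's text where a claim bears on their expression, the genes written in Fig. S1A to S1C, and for each comparison the 5 protein-coding genes with the largest increase and the 5 with the largest decrease. The latter were chosen among genes past the threshold with a mean FPKM of at least 5 and no overlap between the replicates of the groups. Any other named gene is said to have been chosen after its values were seen.

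Overlaps between gene models were computed from the positions in the files. Copies were searched with BLAST 2.17.0 in the reference genome ASM294v3, with at least 95% identity over at least 50% of the gene. Of the 7268 gene identifiers, 6827 were found in the reference, and 99.5% of these share a start or an end with it. Primers were matched to the reference with Python 3.11.15 and Biopython 1.88. Tables and figures were made with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The lifespan assays, genetic screens, western blots and microscopy of the paper were not analysed here.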

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

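The tests of the depth of rapamycin replicate 2, of errors of the shared untreated libraries, of the ends of chromosome III and of scaling for the non-coding RNAs were chosen only after the result was seen.

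Ribosome biogenesis genes differed between the drugs. Of 79 genes, 68 were higher with rapamycin and 68 lower with rapalink-1 than in untreated cells, and the median log2 fold change between the drugs was -0.37 (adjusted p = 6.32e-17 from camera with Benjamini-Hochberg adjustment, 77 of 79 genes lower). The adjusted p of this difference lay between 8.99e-18 and 0.466 over its alternatives, and passed in all of them except camera with an estimated correlation. The values argue against several technical explanations as the whole cause. With quantile normalization the median between the drugs was -0.40, and the medians against untreated cells stayed at 0.18 with rapamycin and -0.19 with rapalink-1. Of 10000 random sets matched on expression level, gene length and GC content, 0 had a median as low, and the lowest was -0.09. Without rapamycin replicate 2, the most deeply sequenced library, the median was -0.35 (SD of 0.0291 over single libraries). Over the 56 members with under 10% of their positions shared with other genes and no near-identical copy it was -0.38. A candidate explanation that stays open, and was not tested, is that the 2 drugs act differently on these genes.

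At 1.2-fold, 20 genes were changed in opposite directions by the drugs, each past the adjusted threshold against untreated cells in both comparisons. Errors of the shared untreated libraries can place them between the drugs. In 100 simulations that put the untreated level of every gene lying between the drugs at that of the nearer drug, such errors gave a mean of 2.41 and at most 7 such genes. This argues against them as the whole cause, and leaves them open for a few of the 20 genes. isp7 had a log2 fold change of -1.15 with rapamycin and 1.21 with rapalink-1, a difference of 2.36 (adjusted p = 7.85e-05 from limma with Benjamini-Hochberg adjustment). SPAC1399.04c went from -0.81 to 2.75, a difference of 3.56 (adjusted p = 1.18e-06 from limma). gln1 went from -0.54 to 0.31, a difference of 0.86 (adjusted p = 4.38e-05 from limma). fkbp39 went the other way, from 0.47 to -0.37, a difference of -0.83 (adjusted p = 1.9e-05 from limma). In these 4 genes both rapalink-1 libraries lay on the same side of both rapamycin libraries. ecl1 was higher with both drugs, by 1.21 with rapamycin and 0.29 with rapalink-1, and the difference of -0.92 between the drugs was past the threshold. Without the intensity trend the numbers in the 2 directions were 3 and 7, against 9 and 11. A difference in action between the drugs may underlie these genes, and it was not tested.

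Genes within 100 kb of the ends of chromosomes I and II were higher with both drugs, which the paper does not report. The idea of looking at position came from the names in Supplementary Data 5, so it is not independent of the paper's lists. The median log2 fold change of the 105 genes was 0.41 with rapalink-1 (adjusted p = 2.04e-07 from camera with Benjamini-Hochberg adjustment) and 0.23 with rapamycin (adjusted p = 1.46e-08). With rapalink-1, 51.4% of these genes were higher by 1.2-fold, against 16.1% of the others, and with rapamycin 26.7% against 6.1%. The left and right ends of chromosome I and of chromosome II had medians of 0.40, 0.51, 0.32 and 0.59 with rapalink-1 and of 0.22, 0.35, 0.26 and 0.0853 with rapamycin. The median of the right end of chromosome II thus rose little with rapamycin, no more than that of the left end of chromosome III (0.0874). The counts differ, since 6 of 20 genes at this right end were higher by 1.2-fold with rapamycin, against 1 of 40 at the left end of chromosome III. At the other ends of chromosomes I and II they were 7 of 26, 6 of 31 and 9 of 28. Shared reads between near-identical copies do not account for the difference, since the median with rapalink-1 was 0.54 over the 78 members with no copy. Of 10000 random sets matched on expression level, gene length and GC content, 0 had a median as high, and the highest was 0.19. With quantile normalization the median was 0.29. Genes near the ends of chromosome III had a median of -0.0512 with rapalink-1, so the ends do not respond alike to rapalink-1. The position may matter at the ends of chromosomes I and II, and a biological cause was not tested.

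With rapalink-1, 112 of 474 non-coding RNAs were higher by 1.2-fold and 31 lower. The paper's text does not separate this class. Expression-matched draws of protein-coding genes reached as many higher genes in 34 of 10000 cases (mean 90.2, highest 121), which argues against low expression alone. Among 46 non-coding RNAs more than 500 bases from any protein-coding gene, 9 were higher and 1 lower (two-sided exact binomial test, p = 0.0215), which argues against reads from neighbouring genes. With quantile normalization 71 were higher and 76 lower, so the excess of higher non-coding RNAs may come from the scaling between libraries, and its direction is not settled.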

How the results depend on the processing

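No test in this part was chosen only after the result was seen, apart from the settings named as added in the processing summary. Over 80 results and 914 values under alternatives, 705 values that answer a comparison and 117 of single genes kept their direction and their side of the threshold, or stayed within the spread or within 1.5 times the count. Except where a construction is named, the cause was not tested.

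With a pseudocount of 0.1, genes changed at 2-fold numbered 21 higher and 3 lower with rapamycin, 10 lower with rapalink-1 and 7 lower between the drugs, and the ratio of distances of rapalink-1 and rapamycin from untreated cells was 2.04. The main values were 12, 1, 4, 3 and 2.14. edgeR on the recovered reads gave 21, 4, 8 and 7 for the same counts. DESeq2 gave 2 lower genes at 2-fold and 4 at 1.5-fold with rapamycin, against 1 and 7. Without a filter on low values, 1 gene was lower at 2-fold between the drugs, and 5 in place of 9 were higher with rapamycin and lower with rapalink-1. With a mean FPKM of at least 10, which tests fewer genes, 3 genes were lower at 1.5-fold with rapamycin, and 18 at 1.5-fold and 2 at 2-fold with rapalink-1. Under the same minimum the median of the vacuole genes with rapalink-1 was 0.17 and that of the amino acid transporters 0.35, both past the threshold. That of the chromosome ends between the drugs was 0.0178 and no longer passed, and it was 0.0081 within 50 kb of an end. The odds of being changed for non-coding against protein-coding genes rose to 2.53 with rapamycin and 1.64 with rapalink-1, past the threshold, and to 1.55 between the drugs, from 1.10, 1.15 and 0.97. With protein-coding genes only, also fewer genes, 3 genes were lower at 1.5-fold with rapamycin, 16 at 1.5-fold and 1 at 2-fold with rapalink-1, and 1 at 2-fold between the drugs.

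With quantile normalization, 2 genes were lower at 2-fold with rapamycin, 76 at 1.5-fold with rapalink-1 against 31, and 88 at 1.5-fold between the drugs against 58. It gave 60 genes lower with both drugs against 36, and 16 higher with rapamycin and lower with rapalink-1. The log2 fold changes of agm2 with rapamycin (-0.0138), spe1 with rapalink-1 (-0.0868) and atg2 with rapalink-1 (-0.0753) changed sign. Of the set medians, that of the ribosomal proteins with rapamycin was -0.0346 and no longer passed, while those of the vacuole genes (0.0873) and amino acid transporters (0.20) with rapalink-1 passed. Ribosomal proteins went from -0.30 to -0.13 with rapalink-1 and from -0.13 to -0.08 between the drugs, and arginine and proline metabolism from 0.23 to 0.11 between the drugs, and these 3 passed in both. Between the drugs, proteasome genes went from 0.16 to 0.07 and translation initiation from -0.13 to -0.24. Transmembrane transporters with rapalink-1 went from 0.09 to 0.04, and these medians also passed in both. The share of higher genes among those past the adjusted p went from 52.4% to 38.8% with rapalink-1 and from 53.1% to 41.6% between the drugs. With this setting the median of all genes was -0.02 with rapamycin and -0.07 with rapalink-1, against 0.005 and -0.007 in the main comparisons. FPKM without further scaling put aru1 with rapamycin at -0.14, past the threshold. With only the 2 conditions in the fit, 2 genes were lower at 2-fold with rapamycin.

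eBayes without trend gave 413 genes past the adjusted p with rapamycin against 859, with 70.5% higher against 58.9%. It gave 3 lower genes at 1.5-fold and 0 at 2-fold with rapamycin (1563 genes had an unadjusted p under 0.05), 1 lower gene at 2-fold between the drugs, 3 genes higher with rapamycin and lower with rapalink-1, and 7 the other way round. agm3 with rapamycin, at 0.36, no longer passed.

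The replicate numbers do not pair the libraries. Deviations of libraries with the same number correlated by -0.011, 0.001 and 0.042 across genes. The replicate block gave 864, 2288 and 1791 genes past the adjusted p for rapamycin, rapalink-1 and the difference between the drugs, and 1 gene lower at 2-fold between the drugs in place of 3.

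Genes scaled to unit variance gave 50.6% and 24.3% of the variance on the first and second components and a ratio of distances of 1.37. The 500 genes with the largest variance gave 83.6% on the first component and a ratio of 2.65. With untreated replicate 2 for rapamycin and untreated replicate 1 for rapalink-1, the correlation between the drugs was 0.28.

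With fry, 29 of 45 tests passed, 19 of them among the 23 that passed with camera. The 4 others of these 23 no longer passed: ribosomal proteins with rapamycin (-0.17) and between the drugs (-0.13), and ribosome biogenesis with rapamycin (0.22) and with rapalink-1 (-0.13). The tests that passed with fry and not with camera were RNA polymerase III with rapamycin (0.0675) and rapalink-1 (-0.12), vacuole (0.13) and amino acid transporters (0.27) with rapalink-1, transmembrane transporters (0.0257) and vacuole (0.13) between the drugs, proteasome with rapalink-1 (0.07), and heat shock proteins and chaperones in all 3 comparisons. With a correlation estimated from the data, 0 sets passed, against 23 of 45 tests with camera. This covers the medians of ribosomal proteins (-0.17 with rapamycin, -0.30 with rapalink-1, -0.13 between the drugs), ribosome biogenesis (0.22, -0.13 and -0.37), translation initiation (-0.13 and -0.29), tRNA metabolism with rapalink-1 (-0.20), autophagy (0.37 with rapalink-1, 0.22 between the drugs), transmembrane transporters (0.0893), arginine and proline metabolism (0.28 and 0.23) and mating and meiosis (0.32). The chromosome ends passed with both methods.

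Over fits that each left out 1 library, the ratio of distances lay between 1.99 and 2.27. With rapamycin the medians lay between 0.14 (without untreated replicate 2) and 0.29 for ribosome biogenesis, -0.16 and -0.10 for translation initiation, -0.0628 and -0.0275 (without untreated replicate 1) for tRNA metabolism, and 0.0259 (without untreated replicate 2) and 0.0764 for RNA polymerase III. For ribosomal proteins with rapamycin the median was -0.09 without rapamycin replicate 2. With rapalink-1 they lay between -0.30 and -0.26 for translation initiation, 0.12 and 0.16 for vacuole, 0.31 and 0.43 for autophagy, 0.26 and 0.32 for amino acid transporters, and 0.25 and 0.38 for mating and meiosis. For ribosome biogenesis with rapalink-1 the median was -0.06 without untreated replicate 1 and -0.22 without untreated replicate 2. Between the drugs, ribosome biogenesis lay between -0.38 and -0.32. Ribosomal proteins were at -0.07 without rapamycin replicate 1 and -0.20 without rapamycin replicate 2, glycolysis at 0.00 without rapamycin replicate 2 and 0.18 without rapamycin replicate 1, and agm1 with rapamycin at 0.20 without rapamycin replicate 1.

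Among single genes, 2 other results became weaker, atg22 with rapalink-1 under DESeq2 and isp7 with rapamycin without the trend. For all 79 named genes under 11 settings, 2487 of 2575 values kept direction and side, 38 fell below the threshold, 35 passed it and 15 changed sign, 0 of the latter past the threshold in the main comparison. agm1 has no value with a mean FPKM of at least 10. Among the genes of Fig. 3F, agm1 had the fewest reads, with 50 and 51 in the untreated libraries. As 82.85% of its model is shared, its low values may reflect reads left out at shared positions, which was not tested for this gene.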

Differences from the paper's values

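No test in this part was chosen only after the result was seen, apart from quantile normalization of the vacuole set, added after the data had been seen.

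In rapamycin-treated cells 1 gene was lower at 2-fold, and the paper's value is 2. Of the alternatives set before the data were examined, quantile normalization (2), only the 2 conditions in the fit (2) and DESeq2 on the recovered reads (2) closed the gap. A pseudocount of 0.1 (3 genes) closed it to within 1.5 times the paper's value. No filter on low values, a mean FPKM of at least 10, FPKM without further scaling, the replicate block and protein-coding genes only (1 each), eBayes without trend (0 genes, with 1563 at an unadjusted p under 0.05) and edgeR (4) did not.

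At 1.5-fold 7 genes were lower with rapamycin, and the paper's value is 4. With edgeR (6) the gap closed only to within 1.5 times the paper's value. It closed to that range too with a mean FPKM of at least 10, eBayes without trend and protein-coding genes only (3 each), and fully with DESeq2 (4). It did not close with a pseudocount of 0.1 or the replicate block (8 each), no filter (9), FPKM without further scaling (7), or quantile normalization and only the 2 conditions in the fit (10 each).

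Between rapalink-1 and rapamycin, 589 genes were higher and 446 lower at 1.2-fold, and the paper's values are 277 and 87. Under the alternatives set before the data were examined the numbers lay between 480 and 597 higher and between 385 and 604 lower, and none of these alternatives closed either gap. The authors' deposited results for this comparison hold 543 higher and 416 lower genes at this fold change. Their deposited results for rapamycin against untreated cells hold 277 higher and 87 lower genes.

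The log2 fold change of agm1 with rapalink-1 was 1.06, and the paper's supplementary value is 1.50. A pseudocount of 0.1 (1.44), edgeR (1.51) and DESeq2 (1.50) closed the gap. The other alternatives set before the data were examined gave values between 0.88 and 1.12 and did not.

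The paper states that car1 is 1.4-fold higher with rapalink-1. The log2 fold change was 1.39, or 2.63-fold, and the paper's supplementary value is a log2 fold change of 1.42, so the values do not differ on the log2 scale. The paper's text gives 70, 355 and 28 genes at 1.5-fold for rapamycin higher, rapalink-1 higher and rapalink-1 lower, and its deposited results hold 69, 352 and 27. The Venn diagram of Fig. 3C shows about 110 genes higher with rapamycin alone, read by eye, and the authors' lists give 117.

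The paper places tRNA metabolism and transcription by polymerase III among the terms of genes lower with rapamycin. Its terms come from enrichment in lists of changed genes. The medians here cover all tested genes of sets made from description words. The measures and the gene lists are unlike, so these values do not decide whether the terms are enriched. The median log2 fold change was -0.05 for tRNA metabolism (adjusted p = 0.0619 from camera with Benjamini-Hochberg adjustment) and 0.07 for RNA polymerase III genes (adjusted p = 0.154), higher in 11 of 16 genes. The paper places mitotic prometaphase among the terms of genes higher with rapamycin, and the median of the kinetochore and spindle genes was -0.02. It places glycolysis among the terms of genes higher with rapalink-1 than with rapamycin, and the median was 0.09 (adjusted p = 0.426), with 10 of 18 genes higher. It places vacuolar terms among genes higher with rapalink-1, and the vacuole set had an adjusted p of 0.0619 and passed with fry, with a mean FPKM of at least 10 and with quantile normalization, the last of which was added after the data had been seen.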

Other observations

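The 3 tests of genes listed at 0 were chosen only after the result was seen, and the share above which shared positions were read as the cause was lowered after its value was seen.

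Genes higher by at least 2-fold with rapalink-1 often lay next to each other. In the order of 4323 tested protein-coding genes, 130 were higher by 2-fold, and 27 neighbouring pairs had both genes among them. Over 10000 shuffled orders the mean was 3.89 pairs and the most was 14, which argues against a chance order. Reads running on from one gene into the next do not account for it alone, since 8 pairs transcribed away from each other were both higher, against at most 7 in shuffled orders. Near-identical copies do not account for it either, since there were 27 pairs among genes with no copy (at most 13 in shuffled orders). More than 100 kb from the ends of chromosomes I and II there were 16 pairs, against a mean of 2.84 and at most 12. Some of these pairs lay within 200 kb of an end, where genes were also more often higher by 1.2-fold (37.9%, against 15.7% of the others). Pairs beyond 200 kb were not tested, so position near an end stays open. Neighbouring genes may respond together to rapalink-1, and a biological cause was not tested.

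Of 5145 protein-coding genes, 437 were listed at 0 reads in all 6 libraries, and at least 95% of the model of 409 of these is shared with other gene models. Among 417 genes whose whole model is shared, 89.7% were at 0. Among 1804 genes with no shared position, 0.72% were at 0, which argues against genes silent in these cells as the main cause. Of 347 genes covered whole by 1 model on the other strand, 99.7% were at 0, which argues against counting by strand. These values are consistent with counts that leave out reads on positions shared by gene models. At least 50% of the model is shared in 1228 protein-coding genes, and these include 731 of the 816 below the minimum FPKM.

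SPAC11D3.08c, whose model covers 82.9% of agm1 on the opposite strand, was chosen after its values were seen. Its log2 fold change was 0.42 with rapamycin (adjusted p = 0.00314 from limma with Benjamini-Hochberg adjustment), 0.59 with rapalink-1 (adjusted p = 8.33e-05) and 0.17 between the drugs (adjusted p = 0.0528).

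The qPCR source data of Fig. 3G give 3 replicates per agmatinase gene. The paper's folds, which its sheet obtains by dividing by a ratio of atb2 Ct values of 0.984, are 2.73 ± 0.19, 2.57 ± 0.12 and 2.87 ± 0.56 (SD, n = 3) for agm1, agm2 and agm3. With the atb2 difference of -0.255 subtracted, the same source values gave 3.21 ± 0.22, 3.02 ± 0.14 and 3.37 ± 0.65 (SD, n = 3). The folds in RNA-seq on the log2(FPKM + 1) scale were 2.08, 2.60 and 4.53. This scale understates the change of agm1, which went from 1.42 to 4.03 FPKM, so 2.08 is not comparable with its qPCR fold. In RNA-seq atb2 had a log2 fold change of -0.15 with rapalink-1 (adjusted p = 0.0169 from limma with Benjamini-Hochberg adjustment).

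The sets of genes without a claim in the paper gave these values. With rapalink-1, 22 of 24 mating and meiosis genes were higher, with a median log2 fold change of 0.32 (adjusted p = 0.000582 from camera with Benjamini-Hochberg adjustment), and with rapamycin the median was 0.05 (adjusted p = 0.319). Proteasome genes had medians of -0.09 with rapamycin (adjusted p = 0.000145, 36 of 42 lower) and 0.07 with rapalink-1 (adjusted p = 0.0972), the latter past the threshold with fry and -0.02 with quantile normalization. Heat shock proteins and chaperones had medians of -0.06 with rapamycin (adjusted p = 0.0653) and -0.08 with rapalink-1 (adjusted p = 0.57), with 27 and 26 of 46 genes lower, and of 0.00 between the drugs (adjusted p = 0.716). With fry all 3 tests passed, and over camera, fry and the estimated correlation their adjusted p lay between 0.00587 and 0.741. With rapalink-1, ribosomal proteins had a median of -0.30 (adjusted p = 3.8e-18, 106 of 107 lower; -0.13 with quantile normalization, still past the threshold), translation initiation -0.29 (adjusted p = 4.05e-08, 30 of 34 lower), tRNA metabolism -0.20 (adjusted p = 8.71e-06, 68 of 85 lower) and RNA polymerase III -0.12 (adjusted p = 0.154, 11 of 16 lower). Between the drugs the RNA polymerase III genes had a median of -0.15 (adjusted p = 0.0196, 12 of 16 lower), the mating and meiosis genes 0.26 (adjusted p = 0.000523, 20 of 24 higher) and the proteasome genes 0.16 (adjusted p = 9.77e-06, 37 of 42 higher).

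Other genes of the paper's text had these log2 fold changes with rapalink-1: maf1 0.62 (adjusted p = 0.000103 from limma with Benjamini-Hochberg adjustment), fkh1 0.31 (adjusted p = 0.00071), gaf1 0.09 (adjusted p = 0.119), gcn1 -0.07 (adjusted p = 0.363) and psk1 -0.09 (adjusted p = 0.195). tco89 had 0.18 (adjusted p = 0.268), with 74.0% of its model overlapped by rsm1. With rapamycin maf1 had 0.31 (adjusted p = 0.0148). SPBC36.01c, described as a spermidine family transporter, had -0.45 with rapamycin (adjusted p = 0.00789) and -0.55 with rapalink-1 (adjusted p = 0.00066). Of the 318 genes higher with rapamycin at 1.2-fold, 189 were higher with rapalink-1 too.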
